# Enhanced MAPK signaling drives ETS1-mediated induction of miR-29b leading to downregulation of TET1 and changes in epigenetic modifications in a subset of lung SCC

**DOI:** 10.1038/onc.2015.499

**Published:** 2016-01-18

**Authors:** M A Taylor, M Wappett, O Delpuech, H Brown, C M Chresta

## Abstract

Non-small-cell lung cancer is the leading cause of cancer death worldwide and is comprised of several histological subtypes, the two most common being adenocarcinoma (AC) and squamous cell carcinoma (SCC). Targeted therapies have successfully improved response rates in patients with AC tumors. However, the majority of SCC tumors lack specific targetable mutations, making development of new treatment paradigms for this disease challenging. In the present study, we used iterative non-negative matrix factorization, an unbiased clustering method, on mRNA expression data from the cancer genome atlas (TCGA) and a panel of 24 SCC cell lines to classify three disease segments within SCC. Analysis of gene set enrichment and drug sensitivity identified an immune-evasion subtype that showed increased sensitivity to nuclear factor-κB and mitogen-activated protein kinase (MAPK) inhibition, a replication-stress associated subtype that showed increased sensitivity to ataxia telangiectasia inhibition, and a neuroendocrine-associated subtype that showed increased sensitivity to phosphoinositide 3-kinase and fibroblast growth factor receptor inhibition. Additionally, each of these subtypes exhibited a unique microRNA expression profile. Focusing on the immune-evasion subtype, bioinformatic analysis of microRNA promoters revealed enrichment for binding sites for the MAPK-driven ETS1 transcription factor. Indeed, we found that knockdown of ETS1 led to upregulation of eight microRNAs and downregulation of miR-29b in the immune-evasion subtype. Mechanistically, we found that miR-29b targets the DNA-demethylating enzyme, TET1, for downregulation resulting in decreased 5-hmC epigenetic modifications. Moreover, inhibition of MAPK signaling by gefitinib led to decreased ETS1 and miR-29b expression with a corresponding increase in TET1 expression and increase in 5-hmC. Collectively, our work identifies three subtypes of lung SCC that differ in drug sensitivity and shows a novel mechanism of miR-29b regulation by MAPK-driven ETS1 expression which leads to downstream changes in TET1-mediated epigenetic modifications.

## Introduction

Non-small-cell lung cancer is the most prevalent type of lung cancer in the world and the leading cause of cancer death, accounting for 1.4 million deaths annually.^1^ Non-small-cell lung cancer consists of several histological subtypes, the two most common being adenocarcinoma (AC) and squamous cell carcinoma (SCC).^2^ While targeted therapies, such as those that target epidermal growth factor receptor (EGFR), have been successful in improving response rates in patients with AC tumors, the majority of SCC tumors lack specific targetable mutations. One challenge in defining treatment paradigms for SCC is the high level of heterogeneity within this disease. Gene expression profiling has improved our understanding of cancer and led to the development of multigene signatures that predict outcomes and response to therapy.^3, 4, 5^ However, such signature classifications have not changed treatment for SCC. Therefore, the development of therapies targeted for SCC will depend on gaining a greater understanding of the molecular underpinnings that drive tumorigenesis and progression in this disease setting.

MicroRNAs are small (20–30 nucleotide) non-coding RNAs that can function as either tumor promoters or suppressors during tumorigenesis by exerting post-transcriptional effects on gene expression.^6^ Additionally, microRNAs are often expressed in a tissue- and disease-specific manner,^7^ making them ideal candidates as biomarkers.^7, 8^ In this study, we used global gene expression profiling to define subtypes present within lung SCC. Importantly, we found each of these subtypes to have a unique therapeutic sensitivity and microRNA expression profile. We demonstrate that the ETS1 transcription factor, driven by pathways enriched in the immune-evasion subtype, drives the differential expression of a subset of microRNAs expressed in this subtype. Through this analysis, we identified miR-29b as a microRNA whose expression is driven by ETS1, through activated mitogen-activated protein kinase (MAPK) signaling. Additionally, we found that miR-29b targets the 5-hydroxymethylcytosine dioxygenase, TET1 for downregulation and has downstream effects on TET1-mediated epigenetic modifications.

## Results

### Iterative non-negative matrix factorization clustering of lung SCC reveals three genomic subtypes with unique drug sensitivity and cell signaling profiles

In order to classify genomically distinct subtypes within lung SCC, we employed iterative non-negative matrix factorization (iNMF), an unbiased clustering technique, chosen for its ability to overcome the limitations of consensus clustering and provide higher resolution than hierarchical clustering.^9, 10^ iNMF was applied to mRNA expression data from 258 SCC patient samples available from the cancer genome atlas (TCGA), revealing three subtypes, driven by a specific subset of genes (Supplementary Table S1 and Figure 1a). This technique was validated using an independent data set,^11^ which also resulted in three subtypes, with similar gene enrichment profiles (Supplementary Figure S1 and Supplementary Table S2). Despite the differences in gene expression between the subtypes, there was no statistical difference in survival proportion, tumor stage or smoking status between these subtypes (Supplementary Figure S2). Similar to our work, iNMF iClustering performed by TCGA research network yielded three consensus clusters.^12^ Additionally, a previous study, using the consensus plus clustering method reported four subtypes of SCC designated as classical, basal, secretory and primitive.^13^ Comparison of our analysis to these studies indicated a high degree of overlap between the three methods (Figure 1b and Supplementary Figure S3), with cluster 1 most closely aligning with the previously reported basal and secretory subtypes, cluster 2 with the classical subtype and cluster 3 with the primitive subtype. Differences in clustering likely reflect differences in patient sample numbers, patient population and differences in methodology. Having demonstrated that our methods agreed with previously published methods performed on different data sets, we applied hierarchical clustering based on the features identified by iNMF to a panel of 24 lung SCC cell lines (GSE57083) to model these clinically relevant subtypes in cell line models of disease (Figure 1c). Fifteen cell lines closely aligned with patient samples from cluster 1, seven cell lines aligned with cluster 2 and two cell lines aligned with cluster 3 (Figure 1d).

Next, we investigated whether cell lines belonging to each subtype differed in sensitivity to targeted therapies. To do this, we devised a compound sensitivity score where the average negative log GI50 of a compound across all cell lines was subtracted from the average negative log GI50 of cell lines in each cluster. A negative value was indicative that cell lines in a particular cluster were more resistant to a compound than the panel as a whole, while a positive value indicated that cluster cell lines were more sensitive to a compound than the panel as a whole. We found that each cluster exhibited a unique drug response profile (Table 1 and Supplementary Table S3).

To better understand the underlying molecular pathways driving the differential drug sensitivity between subtypes, we used gene set enrichment analysis (GSEA) to determine the signaling pathways most active in each cluster in both TCGA and cell line samples (Table 2 and Supplementary Table S4). Cluster 1 samples were enriched for EGFR, MAPK and nuclear factor-κB signaling. Nuclear factor-κB signaling is known to subvert the immune system within the tumor micro-environment.^14^ Moreover, enhanced signaling through this pathway due to EGFR and KRAS mutations has been shown to upregulate programmed death-ligand 1 contributing to tumor immune escape.^15, 16, 17, 18^ Indeed, both cluster 1 TCGA and cell line samples that had high levels of signaling through EGFR/MAPK pathways showed higher levels of programmed death-ligand 1 (Supplementary Figure S4). Based on this evidence we named cluster 1 the immune-evasion subtype. Interestingly, cell lines from this immune-evasion subtype, which had increased EGFR and nuclear factor-κB signaling also showed enhanced sensitivity to inhibition of EGFR/MAPK signaling pathways by gefitinib (EGFR tyrosine-kinase inhibitor), AZD9291 (EGFR tyrosine-kinase inhibitor) and the MEK 1/2 inhibitor selumetinib (AZD6244, ARRY-142886). In addition, this cell line cluster showed enhanced sensitivity to nuclear factor-κB inhibition by AZD2230 (Table 1).

GSEA of cluster 2 indicated that these patient samples and cell lines were enriched for genes regulated by the transcription factor NRF2. Additionally, GSEA identified high expression of genes upregulated by knockdown of eIF4G1, a translation initiation factor linked to nutrient sensing by mammalian target of rapamycin (mTOR),^19^ suggesting decreased mTOR signaling in cluster 2 (Table 2). Concordantly, cell lines from this subtype showed resistance to mTOR inhibition by AZD2014 (Table 1). Another key feature of cluster 2 samples was enrichment for DNA synthesis and replicative stress (Table 2). Tumors harboring enhanced levels of replication stress are dependent on ataxia telangiectasia-mediated replication responses for their survival.^20^ Indeed, cluster 2 cell lines showed enhanced sensitivity to ataxia telangiectasia inhibition by AZD6738 (Table 1). Given this evidence, we entitled this cluster the replication-stress-associated subtype.

Cluster 3 showed enrichment for signatures associated with a de-differentiated state: stem cell, β-catenin and neuronal signatures (Table 2). Similar to the neuroendocrine subtype of small cell lung cancers, these tumors also displayed upregulation of the neuroendocrine markers chromogranin A and chromogranin B (Supplementary Figure S4), leading us to name this cluster the neuroendocrine subtype. Both cell lines in this neuroendocrine subtype are known to have copy number gains in fibroblast growth factor receptor 1 indicating enhanced fibroblast growth factor receptor 1 signaling and explaining sensitivity to fibroblast growth factor receptor inhibition by AZD4547 in these cells. Additionally, these neuroendocrine cell lines showed sensitivity to AKT, phosphoinositide 3-kinase and mTOR inhibition with AZD5363, GDC0941 and AZD2014 compounds, respectively (Table 1). Neuroendocrine tumors from small cell lung and colorectal cancers also display an enhanced sensitivity to mTOR pathway inhibition, indicating that the phenomenon may apply more broadly to other neuroendocrine cancers.^21, 22, 23^

### SCC genomic subtypes have distinct microRNA expression profiles

To determine if differences in cell signaling in each subtype drive differences in microRNA expression, we used analysis of variance (ANOVA) analysis with a cutoff of *P*<0.05 to define the microRNAs that are most differentially expressed between all three subtypes in the TCGA data set (Figure 2a) and found 306 differentially expressed microRNAs (Supplementary Table S5). 

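The microRNA content of 14 lung SCC cell lines was measured on 15 single-colour Agilent human microRNA arrays, each hybridized with Cy3-labelled total RNA from a single line. The immune-evasion subtype was represented by 10 lines (EBC1, HCC15, NCIH1703, NCIH1869, NCIH226, NCIH2286, NCIH647, RERFLCSQ1, SKMES1 and SW900) on 11 arrays, since NCIH226 was measured on 2. HARA and LUDLU1 represented the replication-stress-associated subtype, and LK2 and NCIH520 the neuroendocrine subtype. The subtype of each line was taken from Figure 1d and Supplementary Table S3.
Each array carried 53880 non-control spots, 40 for each microRNA, and 10.5% of the microRNAs were viral. Between 165 and 236 microRNAs were well above background on an array of the immune-evasion lines, and 230 and 238 on those of the neuroendocrine lines. The arrays of the replication-stress lines lay within the range of the immune-evasion lines. In total 361 microRNAs were well above background in at least 1 line, 114 in all 14 lines and 986 in no line. A probe counted as well above background when more than a share of 0.5 of its spots carried that call of the scanner software, and a microRNA when any of its probes did.
The scanner files hold the brightness of each spot as extracted with Agilent Feature Extraction, before any normalization. From these, RMA was applied to the mean spot intensities of all microRNAs, with its convolution background, quantile normalization over the 15 arrays and median polish over probes, and levels are given as log2 intensities. The 2 NCIH226 arrays were averaged, and the 14 lines were compared in a single limma fit with the 3 subtypes as groups. Each subtype was set against all other lines, which were weighted equally, and p values were adjusted by the Benjamini–Hochberg method over all microRNAs. Where no line of the lower group was well above background, its levels were raised to at least the lowest level so called on the array. The fold is then given as "at least". This holds for RMA's background step alone, and the difference can be smaller with another. Where no line of either group was well above background no fold is given. Having only 2 lines in each of the smaller subtypes limits the precision.
NCIH520 shared slide 1 with NCIH226, NCIH647 and RERFLCSQ1, and slide 4 held LK2, HARA, LUDLU1, EBC1 and HCC15. All other slides held immune-evasion lines alone. Within a slide the neuroendocrine subtype is therefore a single line, whose spread is taken from the other lines of the slide. Within slide 1, which held no replication-stress line, the immune-evasion and the neuroendocrine comparison are the same comparison with opposite sign. The 4 lines of the smaller subtypes were scanned on a single day, in a set of 9 arrays.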

Next, total RNA was extracted from a subset of the cell line panel (15 cell lines) and subjected to microRNA profiling. ANOVA analysis was performed using a cutoff of *P*<0.05 and we found 92 microRNAs differentially expressed between the subtypes in our representative cell lines (Figure 2b and Supplementary Table S5). 

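MiR-142-3p and miR-21 set the neuroendocrine lines apart, and miR-944 the replication-stress lines. MiR-142-3p, which is best known from blood cells, had a mean log2 level of 7.29 in the neuroendocrine lines, 0.84 in the immune-evasion lines and 0.78 in the replication-stress lines (adjusted p = 7.63e-08 from limma's F test). MiR-21, a widely expressed oncogenic microRNA, had mean levels of 10.54, 13.90 and 13.75 in the same order (adjusted p = 5.45e-05). MiR-944, which is encoded within the gene of the squamous transcription factor p63, had a mean level of 3.20 in the replication-stress lines, 0.85 in the immune-evasion lines and 0.70 in the neuroendocrine lines (adjusted p = 4.64e-05), and LUDLU1 was the only line in which it was well above background.
Of all microRNAs on the array, 25 differed among the 3 subtypes at an adjusted p under 0.05, and 23 of these were well above background in some line. At an unadjusted p under 0.05, the paper's cutoff, 148 microRNAs differed, 60 of which were well above background in no line. Chance alone would give 67, and the adjusted p at this cutoff was 0.452. With the slide as a block, 19 microRNAs passed the adjusted threshold. Within slide 4, the only slide with all 3 subtypes, 3 passed it and 7.80% of all had an unadjusted p under 0.05. Slide 1 held no replication-stress line. On the 9 arrays scanned on a single day, 10 microRNAs passed.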

By combining these two lists, we determined which microRNAs most clearly defined each subtype in both the TCGA samples and cell lines (Table 3). 

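In the neuroendocrine lines, some microRNAs of the miR-17~92 cluster, which is induced by MYC, were higher than in the other lines. MiR-19b was higher by 2.75 on the log2 scale (standard error 0.58, adjusted p = 0.0244) and miR-17 by 1.94 (standard error 0.40, adjusted p = 0.0231). MiR-221 and miR-222, which repress the cell cycle inhibitor CDKN1B, had log2 differences of −3.08 and −3.55 (adjusted p = 0.0305 and 0.0244). MiR-301b was higher (adjusted p = 0.00289). It was well above background in 1 of the 12 other lines, so the size of its difference rests on levels near background. MiR-9, known from neural cells, had a log2 difference of 4.89 (standard error 1.38, adjusted p = 0.0974) and was well above background in both neuroendocrine lines and in 6 of the 12 others. MiR-19b and miR-301b still passed with the slide as a block, and miR-17, miR-221 and miR-222 no longer did. Without LK2 the difference of miR-19b was 1.84, and it passed neither then nor within slide 1 or slide 4.
In the replication-stress lines, miR-205, a marker of squamous epithelium, had a mean log2 level of 13.08 ± 0.57 (SD, n = 2) against 3.83 ± 4.61 (SD, n = 12). This is a 608-fold difference with an adjusted p of 0.588. The spread of the other lines was wide, since miR-205 was also well above background in 5 of the 12, with a level of 13.43 in RERFLCSQ1. MiR-203, which promotes keratinocyte differentiation, had a log2 difference of 5.03 (standard error 1.73, adjusted p = 0.563). MiR-181a and miR-181b had log2 differences of −2.75 and −2.67 (adjusted p = 0.563 and 0.728).
All 67 cell line entries of Table 3 had the direction the table gives. The entries were selected on these arrays, so this count is not independent evidence. At an adjusted p under 0.05, 20 entries passed, and 63 did so without adjustment. Of the neuroendocrine entries, 7 of 15 higher and 8 of 9 lower ones passed. Of the immune-evasion entries, 1 of 6 higher and 3 of 24 lower ones passed, and of the replication-stress entries 1 of 11 higher and 0 of 2 lower ones, both of which had an unadjusted p under 0.05. For 6 entries neither group was well above background in any line, so they have no fold. The direction was kept by all 67 entries with the slide as a block and within slide 4, and by 53 of the 54 that slide 1 could give, the exception being miR-944 in the immune-evasion subtype. Slide 1 lacks the replication-stress lines, in which miR-944 was high, so there the immune-evasion lines were set against NCIH520 alone.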

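The neuroendocrine lines differed from the other lines in 40 microRNAs, of which 25 were higher and 15 lower and 7 were well above background in no line of either group. MiR-204, encoded within the TRPM3 gene, had a log2 level of 10.83 ± 2.23 (SD, n = 2) against 1.17 ± 1.06 (SD, n = 12), or 9.67 (standard error 0.90, adjusted p = 7.48e-05 from limma). Since 1 of the 12 was well above background, the size of this difference rests on levels near background. MiR-142-3p was at least 80.6-fold higher with RMA's background step (adjusted p = 1.74e-08). The size of such differences depended on that step, and with a normexp background they were 4.93 for miR-204 and −1.93 for miR-125a-5p, which then no longer passed. For miR-142-3p, set against levels below background, it was 1.94 in place of 6.45. Let-7e, of a family that represses growth-promoting genes, and its neighbours miR-125a-5p and miR-99b were lower, the first 2 by log2 differences of −6.10 (standard error 0.94, adjusted p = 0.00376) and −5.73, and miR-99b by at least 44.7-fold (adjusted p = 0.0189). The 3 map to chromosome 19 of hg19 between 52195878 and 52196544. MiR-21* was at least 24.2-fold lower with RMA's background step (adjusted p = 3.46e-04), and miR-22 was 14.9-fold lower (adjusted p = 9.87e-04). Over 25 other settings the smallest log2 differences of miR-21* and miR-99b were −1.28 and −1.77. MiR-29a, at 5.23 ± 3.55 (SD, n = 2), had a log2 difference of −6.00 (adjusted p = 0.00465), which was −8.51 without LK2 and −3.49 without NCIH520, where it no longer passed.

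**Figure D1:**
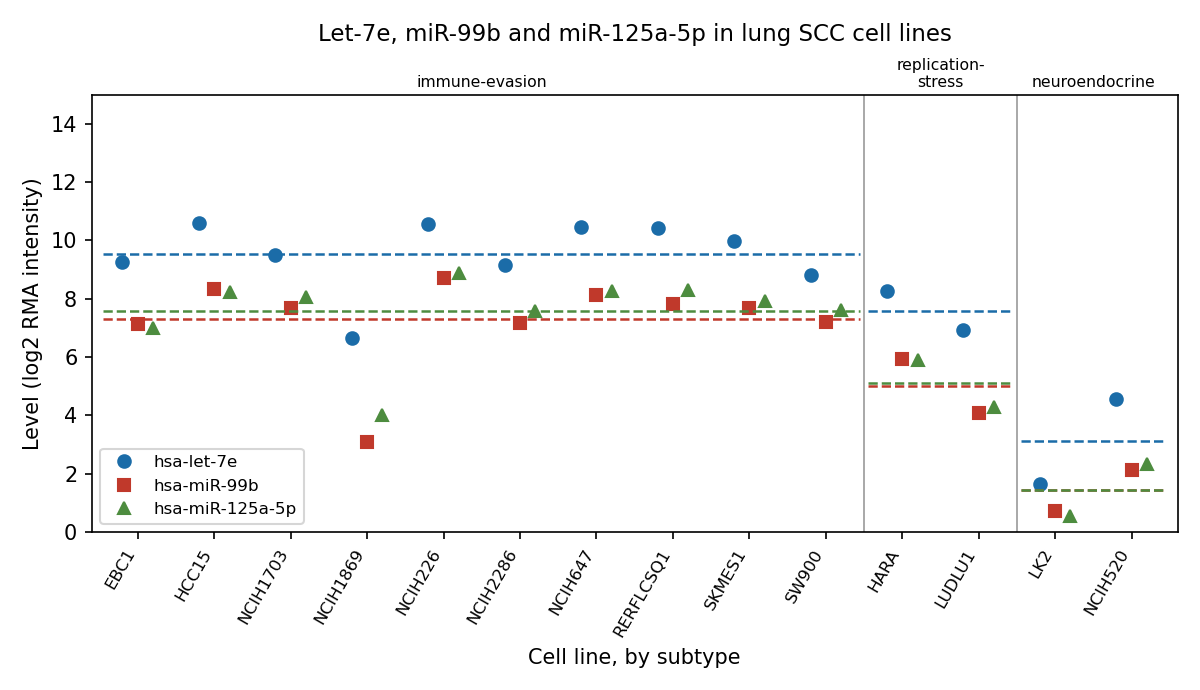
Levels of let-7e, miR-99b and miR-125a-5p (vertical axis, log2 RMA intensity) in each of the 14 cell lines, grouped by subtype. Points are lines and dashed lines are subtype means; in the immune-evasion lines let-7e lies between 6.65 in NCIH1869 and 10.61, and in the neuroendocrine lines at 1.65 and 4.57.

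The immune-evasion lines differed from the other lines in 12 microRNAs, 6 higher and 6 lower, of which 1 was well above background in neither group. The largest were largely those above with the opposite sign: log2 differences of −4.51 for miR-204, 4.32 for miR-125a-5p, 4.19 for let-7e and 4.07 for miR-99b. MiR-499-5p, known from heart muscle, was at least 3.85-fold lower with RMA's background step. In the replication-stress lines the single microRNA past the threshold was miR-944, at least 4.71-fold higher with RMA's background step (adjusted p = 2.19e-05), while with a normexp background its log2 difference was 0.34. At an unadjusted p under 0.05 9.35%, 11.7% and 6.68% of all microRNAs differed in the neuroendocrine, immune-evasion and replication-stress lines. With the slide as a block, 23, 2 and 1 microRNAs passed the adjusted threshold. In the immune-evasion lines the 2 were miR-142-3p and miR-21, while miR-204, miR-125a-5p, let-7e, miR-99b and miR-499-5p no longer passed, and within slide 4 the difference of miR-499-5p was −0.17. Within slide 1, 23 differed between the single line NCIH520 and the 3 immune-evasion lines. Within slide 4, the counts were 3, 0 and 1, with 7.87%, 7.72% and 6.76% of all microRNAs at an unadjusted p under 0.05 from limma, and the single replication-stress microRNA there was lower. Without LK2 the neuroendocrine count was 25, and without LUDLU1 the replication-stress count was 17, all higher, and the immune-evasion count 19. The methods' two-sample test and limma with 2 groups gave an immune-evasion count of 0.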

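In the neuroendocrine lines several families of related microRNAs were shifted in the fry test. The 3 members of the miR-29 family, which represses collagens and DNA methyltransferases, were all lower in the neuroendocrine lines (3 when adjusted over the list alone, fry adjusted p = 0.0013, adjusted p = 0.0775 with an estimated correlation). Their median log2 difference was −4.92, or −4.57 with the slide as a block and −5.74 and −3.34 within slides 1 and 4. MiR-221 and miR-222 were both lower (2 when adjusted over the list alone, fry adjusted p = 0.00287, adjusted p = 0.0904 with an estimated correlation), with a median of −3.32, or −3.37 with the slide as a block, where neither passed by itself, and −3.89 and −2.67 within slides 1 and 4. Of the 5 measured members of the miR-99/100 and miR-125 families, 2 were lower and 3 did not pass (4 lower when adjusted over the list alone, fry adjusted p = 0.0013, adjusted p = 0.0705 with an estimated correlation). Their median was −5.49, or −6.15 with the slide as a block and −6.19 and −5.66 within slides 1 and 4.
Of 9 measured members of the miR-17~92 and miR-106a clusters, 4 were higher in the neuroendocrine lines and 5 did not pass (8 higher when adjusted over the list alone, fry adjusted p = 0.00768, adjusted p = 0.0705 with an estimated correlation). MiR-20a and miR-20b were higher by 2.03 and 1.99, with log2 levels of 12.7 and 9.53 in LK2 and 10.67 and 8.36 in NCIH520. Over 25 other settings these differences ranged from 1.015 to 3.091 and from 1.32 to 2.58. The median of the list was 2.03, or 2.14 with the slide as a block and 1.32 and 3.09 within slides 1 and 4. In the family of miR-130, miR-301 and miR-454, 3 of 5 members were higher and 2 did not pass (3 when adjusted over the list alone, fry adjusted p = 0.0138, adjusted p = 0.0705 with an estimated correlation). MiR-301a was higher by 3.02 and miR-454 by 1.27, and the median was 1.40, or 1.96 with the slide as a block and 2.07 and 1.80 within slides 1 and 4. Both lists still passed in fry under this block, but miR-17, miR-20a, miR-20b, miR-301a and miR-454 no longer passed by themselves, while miR-19b and miR-301b did. The shift of the miR-17~92 list no longer passed in fry without LK2 (adjusted p = 0.175), that of the miR-130 family without LK2 or without NCIH520 (adjusted p = 0.139 and 0.067), and that of miR-221 and miR-222 without NCIH520 (adjusted p = 0.0694).
Of 7 microRNAs listed as haematopoietic, the 2 that were higher in the neuroendocrine lines were miR-142-3p and miR-142-5p, the arms of a single precursor (2 when adjusted over the list alone, fry adjusted p = 2.8e-05, adjusted p = 0.0637 with an estimated correlation). MiR-142-5p was well above background in no line and has no fold. In the immune-evasion lines the same 2 were lower (2 when adjusted over the list alone, fry adjusted p = 0.0013, adjusted p = 0.12 with an estimated correlation), while the list's median was 0.04 and its mean −0.31. In the replication-stress lines none of the 7 passed in limma (1 lower when adjusted over the list alone, fry adjusted p = 0.0389, adjusted p = 0.175 with an estimated correlation), with a median of −0.10, or −0.09 with the slide as a block, where the list no longer passed (fry adjusted p = 0.156), and within slide 4. That shift was also lost without HARA, without LUDLU1, without background correction (fry adjusted p = 0.0679) and with the deposited matrix (fry adjusted p = 0.282). With the deposited matrix the list's shift in the immune-evasion lines was lost as well (fry adjusted p = 0.102). MiR-142-3p had a mean level of 0.78 in the replication-stress and 0.84 in the immune-evasion lines, against 7.29 in the neuroendocrine lines. Its lower value in these subtypes thus rests on the neuroendocrine lines in the comparison, and the list's shifts are not independent. The medians in the neuroendocrine and immune-evasion lines were 0.01 and 0.05 with the slide as a block, −0.03 and 0.03 within slide 1 and 0.19 and −0.07 within slide 4.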

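The squamous and keratinocyte list (miR-205, miR-205*, miR-203 and miR-944) was higher in the replication-stress lines, where 1 of 4 members passed, miR-944 (4 when adjusted over the list alone, fry adjusted p = 0.000196, adjusted p = 0.0164 with an estimated correlation). MiR-205* had a log2 difference of 2.83 (standard error 0.48, adjusted p = 0.0531). The median of the list was 3.93, or 3.84 with the slide as a block and 3.79 within slide 4. In the immune-evasion lines 1 of the 4 was lower, miR-944 (2 when adjusted over the list alone, fry adjusted p = 0.00398, adjusted p = 0.0705 with an estimated correlation). This call stems from the replication-stress lines. Mean levels of miR-944 were 3.20 in those lines, 0.85 in the immune-evasion lines and 0.70 in the neuroendocrine lines. The list's median in the immune-evasion lines was −2.19, or −2.07 with the slide as a block, where neither miR-944 nor the list passed (fry adjusted p = 0.0932). It was −2.77 within slide 4 and −0.24 within slide 1, where these lines were set against NCIH520 alone.
In the immune-evasion lines 2 of the 5 members of the miR-99/100 and miR-125 families were higher and 3 did not pass (4 higher when adjusted over the list alone, fry adjusted p = 0.00287, adjusted p = 0.0904 with an estimated correlation), with a median of 3.52, or 4.50 with the slide as a block, where miR-99b and miR-125a-5p no longer passed by themselves, and 6.19 and 3.65 within slides 1 and 4. No single member passed for 4 further lists that moved in the fry test when these lines were set against all others. For the miR-29 family, miR-221 and miR-222, and the miR-17~92 and miR-106a clusters, the neuroendocrine lines had passed with the opposite sign. The replication-stress lines had medians of 0.62, −0.04 and −0.08 for these, and none passed in fry. For miR-192, miR-194 and miR-215 every member had a positive difference in both smaller subtypes, and neither shift passed in fry. Of the miR-29 family, 3 were higher when adjusted over the list alone (fry adjusted p = 0.0115, adjusted p = 0.166 with an estimated correlation), with a median of 2.58. MiR-221 and miR-222 were both higher when adjusted over the list alone (fry adjusted p = 0.013, adjusted p = 0.175 with an estimated correlation), with a median of 2.01. Of the miR-17~92 and miR-106a clusters 4 were lower when adjusted over the list alone (fry adjusted p = 0.0312, adjusted p = 0.103 with an estimated correlation), with a median of −1.17. MiR-192, miR-194 and miR-215, which p53 induces, were lower when adjusted over the list alone (fry adjusted p = 0.0312, adjusted p = 0.12 with an estimated correlation), with a median of −1.54. For these 4 lists in turn the median was 2.72, 2.43, −1.29 and −1.18 with the slide as a block, 5.74, 3.89, −1.32 and −2.02 within slide 1, and 1.41, 1.85, −1.50 and −0.77 within slide 4. The last 2 no longer passed in fry under the block (adjusted p = 0.138 and 0.207). Leaving out a single line lost the shift of the miR-29 family, of miR-221 and miR-222 and of miR-192, miR-194 and miR-215 (without NCIH520), of the miR-17~92 list (without LK2), and of the last list and the squamous list (without LUDLU1). Of the 19 shifts that passed in fry over 75 pairs of a list and a comparison, 15 passed with the slide as a block and 4 with camera's estimated correlation. The comparisons share lines, so a shift in a smaller subtype and its opposite in the immune-evasion lines are counted separately and are not independent. These counts include the lists that the study chose on the same arrays. Leaving those lists out, only the squamous list in the replication-stress lines passed with the estimated correlation.
The paper sets the cell line differences beside those of TCGA tumors, keeps the microRNAs that differ in both, and takes from that overlap the microRNAs that most clearly mark each subtype and that may help to identify it.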

Overall, these data show that there are molecularly distinct subtypes present in SCC that have distinct differences in microRNA expression, which may be useful for identifying subtypes.

### Transcription factors predicted to modulate microRNA expression are differentially expressed across the three subtypes

MicroRNA gene sequences are located in various genomic contexts, such as introns, non-coding or coding transcripts, and exonic regions. While much work has been done in recent years to characterize microRNA-target regulation, how the majority of microRNAs are regulated at the level of transcription is only beginning to be elucidated. To better understand how the enriched signaling pathways might be driving differences in microRNA expression, we interrogated the predicted promoter regions of microRNAs differentially expressed between the three clusters and compiled a ‘master list' of transcription factors predicted to regulate these microRNAs (Supplementary Table S6). We then examined the expression of these transcription factors in both TCGA data and cell lines. In the immune-evasion subtype ETS1 was the only predicted transcription factor that was significantly upregulated compared with the other subtypes (Figure 3a) at the level of mRNA expression in both TCGA (Figure 3b) and cell line (Figure 3c) data. Moreover, ETS1 protein expression was higher in cell lines belonging to the immune-evasion subtype (Figure 3d). ETS1 expression has previously been shown to be driven by EGFR and MAPK signaling,^24, 25^ suggesting that the enhanced EGFR/MAPK signaling in the immune-evasion subtype drives expression of ETS1, which may then drive differences in microRNA expression in this subtype. Consistent with the replication-stress-associated subtype having an enrichment for genes regulated by NRF2 (Table 2), NFE2L2 (NRF2) was the only predicted transcription factor significantly upregulated compared with the other two subtypes (Figure 3e) at the level of mRNA expression in both TCGA (Figure 3f) and cell line (Figure 3g) data. However, protein expression of NRF2 was relatively high in cell lines from all three subtypes (Figure 3h). In the neuroendocrine subtype, the transcription factor INSM1, known to be highly expressed in tumors of neuroendocrine orgin,^26^ was the only predicted transcription factor significantly upregulated compared with both of the other two subtypes (Figure 3i) at the level of mRNA in both TCGA (Figure 3j) and cell line (Figure 3k) data. Additionally, protein expression of INSM1 (53kda) was high in cell lines belonging to this subtype (Figure 3l).

### The transcription factor ETS1 modulates expression of microRNAs in the immune-evasion subtype

To test the supposition that ETS1, NRF2 and INSM1 were modulating the differential expression of microRNAs in each subtype, we depleted each of these transcription factors using siRNA, then measured changes in microRNA expression in cell lines from each subtype. Depletion of NRF2 and INSM1did not result in consistent microRNA changes between cell lines (data not shown), suggesting that additional co-factors or transcription factors contribute to regulation of microRNA expression in these clusters. For this reason, we focused our attention on microRNA changes induced by ETS1 in immune-evasion subtype cell lines. We depleted ETS1, using four separate siRNAs which resulted in a significant decrease in transcript levels across six cell lines from the immune-evasion subtype (Figure 4a). Next, we measured fold change in microRNA expression resulting from this ETS1 depletion. In general, there was a trend towards microRNAs that had low expression in the original signature being upregulated (Figure 4b). Indeed, ETS1 depletion resulted in significant upregulation of miR-16, miR-17, miR-194, miR-20a, miR-20b, miR-301a, miR-301b and miR-421, suggesting that ETS1 represses expression of these microRNAs (Figure 4b and Supplementary Table S7). Of the four microRNAs that were shown to be highly expressed in the immune-evasion subtype as compared with the other subtypes (miR-21, miR-30a, miR-29a and miR-29b), miR-29b was significantly decreased by ETS1 depletion (Figure 4b and Supplementary Table S7), suggesting that ETS1 drives the expression of miR-29b.

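Among these 4 microRNAs, miR-21 was higher in the immune-evasion lines, with a log2 level of 13.90 ± 0.27 (SD, n = 10 lines) against 12.14 ± 1.93 (SD, n = 4 lines) in the others. The difference was 1.75 (standard error 0.21, adjusted p = 0.00131 from limma). The lower mean of the other lines came from the neuroendocrine lines at 10.54 ± 0.58 (SD, n = 2), while the replication-stress lines were at 13.75 ± 0.67 (SD, n = 2). MiR-29a had a level of 11.27 ± 0.79 (SD, n = 10) against 8.13 ± 3.96 (SD, n = 4), an 8.83-fold difference with an adjusted p of 0.0764 from limma. MiR-29b had a 5.97-fold difference (adjusted p = 0.0764) and miR-30a, whose immune-evasion levels spanned 2.23 to 10.48, an 11.4-fold difference (adjusted p = 0.381). NCIH520 was the lowest line in miR-29a and miR-29b, with log2 levels of 2.72 and 2.99. Over 25 other settings the log2 difference was 1.34 to 7.84 for miR-29a and 1.26 to 5.74 for miR-29b.
By the array's probe mapping, miR-21 lies on chromosome 17 of hg19 from 57918637 to 57918655 and miR-29a on chromosome 7. Of the 4, only miR-21 passed over all microRNAs, and all 4 were higher when adjusted over the list alone (fry adjusted p = 0.000245, adjusted p = 0.0513 with an estimated correlation). In the neuroendocrine lines 3 of the 4 were lower, all but miR-30a (3 when adjusted over the list alone, fry adjusted p = 5.1e-05, adjusted p = 0.0232 with an estimated correlation). The study chose these 4 on the same arrays, so the list is not independent evidence of its direction.
With the slide as a block, the log2 differences in the immune-evasion lines were 1.76 for miR-21, 3.75 for miR-29a, 2.72 for miR-29b and 4.16 for miR-30a. In the same order they were 3.17, 7.84, 5.74 and 3.83 within slide 1 and 1.38, 1.87, 1.41 and 4.20 within slide 4. Within slide 1 the immune-evasion lines were set against NCIH520 alone, so these values are the neuroendocrine differences with the sign changed. The list's median was 2.86, or 3.23 with the slide as a block and 4.78 and 1.64 within slides 1 and 4, and in the neuroendocrine lines −4.13, −4.01, −4.78 and −3.50.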

### MiR-29b targets TET1 for downregulation

Given the inverse expression of miR-29b observed between the immune-evasion and the neuroendocrine subtypes (Table 3) and the modulation in expression of this microRNA by ETS1 (Figure 4b), we chose this microRNA for further investigation. 

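MiR-29b was 30.9-fold lower in the neuroendocrine than in the immune-evasion lines. Its log2 level was 4.57 ± 2.24 (SD, n = 2 lines) in the former and 9.52 ± 0.85 (SD, n = 10 lines) in the latter, a difference of −4.95 (standard error 0.79, adjusted p = 0.00451 from limma). All 10 immune-evasion lines, from 7.70 to 10.97, were above both neuroendocrine lines. The replication-stress lines, at 9.32 ± 0.94 (SD, n = 2), lay within the range of the immune-evasion lines. By the array's probe mapping, miR-29b lies on chromosome 7 of hg19 beside miR-29a and on chromosome 1 beside miR-29c. Its probes do not tell these genes apart. MiR-29c was 4.70-fold lower in the neuroendocrine lines than in all other lines (adjusted p = 0.0354). Its log2 level was 7.55 in LK2 and 5.39 in NCIH520, against a mean of 8.705 in the other lines. Over 25 other settings the log2 difference of miR-29c lay between −3.32 and −1.15, and in 9 of them it no longer passed.

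**Figure D2:**
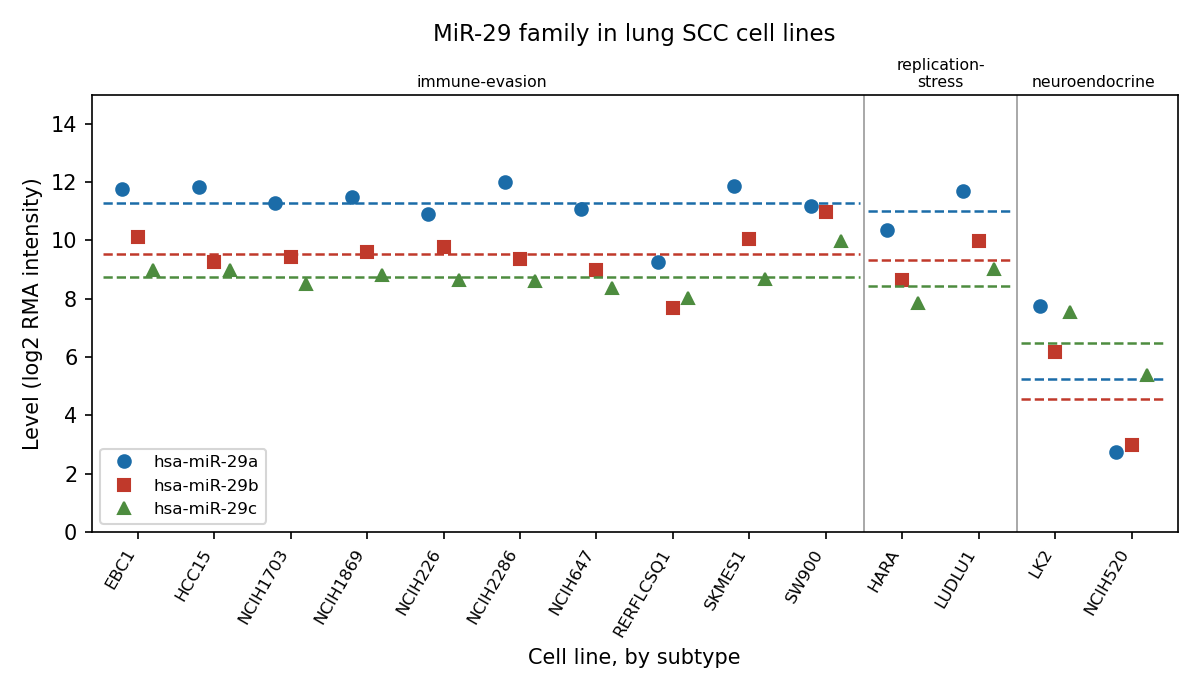
Levels of miR-29a, miR-29b and miR-29c (vertical axis, log2 RMA intensity) in each of the 14 cell lines, grouped by subtype. Points are lines and dashed lines are subtype means; the mean of miR-29b is 9.52 in the immune-evasion lines, 9.32 in the replication-stress lines and 4.57 in the neuroendocrine lines.

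In all, 43 microRNAs differed between the 2 subtypes at an adjusted p under 0.05, 28 higher and 15 lower in the neuroendocrine lines. With the slide as a block this was 24, within slide 1 it was 23 and within slide 4 it was 3. The difference in miR-29b was −4.69 with the slide as a block (adjusted p = 0.013), and within slides 1 and 4 it was −5.74 and −3.52 but no longer passed the threshold (adjusted p = 0.195 and 0.382). Without NCIH520 it was −3.37 (adjusted p = 0.0839), and on the 9 arrays of a single scan day −4.53 (adjusted p = 0.0965), in a range of adjusted p from 0.00063 to 0.382 over 24 other settings. It was −3.61 without background correction and −2.95 with a normexp background, the smallest of all settings, and passed in both.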

To identify mRNA targets of miR-29b, we used Ingenuity Pathway Analysis software to compare predicted targets of miR-29b that showed decreased expression in the immune-evasion subtype, where miR-29b levels are high, and increased expression in the neuroendocrine subtype where miR-29b levels are low in both the TCGA and cell line data sets. This identified 15 possible mRNA targets of miR-29b (Figure 5a). Of these, the 5-methylcytosine dioxygenease TET1 enzyme that facilitates DNA demethylation by converting 5-methylcytosine (5mC) bases to 5-hydroxymethylcytosine (5-hmC)^27^ was the most significantly inversely correlated to miR-29b (Figure 5a). MiR-29b is transcribed from two genomic loci (miR-29b-1 and miR-29b-2), both of which showed inverse correlation with TET1 expression in TCGA tumors (Figures 5b and c). Additionally, TET1 expression was inversely correlated with miR-29b expression in SCC cell lines (Figures 5a and d). Transfection of an Anti-miR-29b into immune-evasion subtype cell lines, EBC1 and SKMES1, where miR-29b levels are high, led to an increase in TET1 protein levels (Figure 5e). Conversely, transfection of an miR-29b mimic into neuroendocrine subtype cells LK2 and NCIH520, where miR-29b levels are low led to decreased expression of TET1 protein (Figure 5e). Examination of the TET1 3′untranslated region (UTR) revealed that it contains five miR-29b binding sites (Figure 5f). To determine if miR-29b-mediated downregulation of TET1 occurs through miR-29b binding to the TET1 3′UTR, we measured luciferase reporter activity using constructs containing either a wild-type TET1 3′UTR or a mutated TET1 3′UTR (Figure 5f) and compared activity with a construct with no 3′UTR. 

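On the arrays, the basal log2 level of miR-29b was 10.10 in EBC1 and 10.06 in SKMES1, and 6.16 in LK2 and 2.99 in NCIH520, each measured on a single array. The mean of the immune-evasion lines EBC1 and SKMES1 was 10.08, higher by 5.51 than that of the neuroendocrine lines LK2 and NCIH520. With 2 lines on each side the two-sided exact permutation p is 0.333, the smallest that this design allows. The level in NCIH520 was the lowest of all 14 lines, and that in LK2 the next lowest. EBC1 and LK2 were on the same slide, where their log2 levels of 10.10 and 6.16 keep the order.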

The high basal levels of miR-29b expression in immune-evasion subtype cell lines EBC1 and SKMES1 directly correlated with greater decreases in TET1 3′UTR-luciferase reporter activity compared with neuroendocrine subtype cells LK2 and NCIH520, which contain low levels of miR-29b (Figure 5g). This correlation was not observed when the miR-29b binding sites in the TET1 3′UTR-luciferase reporter were mutated (Figures 5f and g). Additionally, co-transfection of Anti-miR-29b with the TET1 3′UTR-luciferase reporter in EBC1 cells led to increased expression of luciferase containing the TET1 3′UTR. Importantly, mutating the miR-29b seed sequence-binding region of the TET1 3′UTR abrogated this increase in luciferase expression (Figure 5h). Taken together, these results indicate that miR-29b targets TET1 for downregulation through an interaction with the TET1 3′UTR.

### miR-29b-mediated downregulation of TET1 leads to changes in the epigenetic modification 5-hmC

TET1 is highly expressed in embryonic stem cells where it plays an important role in pluripotency, self renewal and differentiation^28^ by preventing both aberrant methylation spreading and stochastic hypermethylation.^29, 30^ Given the high expression of TET1 and the stem-like features in the neuroendocrine subtype compared with the other two subtypes, we investigated if there were differences in DNA methylation between subtypes. While we did not observe any difference in genome-wide methylation between subtypes (data not shown), we observed lower levels of DNA methylation in the genes identified by iNMF in the neuroendocrine subtype compared with the other two subtypes (Supplementary Figure S5 and Supplementary Table S8), suggesting that high levels of TET1 in this subtype may contribute to decreased methylation of genes driving the subtypes. To examine how changes in TET1 expression might contribute to gene expression signatures driving the subtypes, we compared our iNMF gene signature (Supplementary Table S1) with TET1 knockdown signatures from previously published studies.^29, 30, 31^ We then compiled a list of 39 genes that showed differential expression between the immune-evasion subtype and the neuroendocrine cell lines and that had been previously reported to be modulated by TET1 depletion (Supplementary Figure S6). Knockdown of TET1 in LK2 and NCIH520 cells where TET1 expression is high (Figure 6a) resulted in a trend towards increased expression of a subset of the genes that were low, and a decrease in a subset of genes that were high after 72 h. Although we did observe a very slight increase in expression of EGFR, this small increase was unable to reprogram and resensitize these resistant cell lines to gefitinib (Supplementary Figure S7 and Supplementary Table S9). Since TET1 is known to modulate DNA demethylation patterns by converting 5mC into 5-hmC,^27^ we confirmed that knockdown of TET1 (Figure 6a) led to decreased 5-hmC (Figure 6b). Next, we tested if miR-29b expression altered 5-hmC levels within the nucleus of cells. In line with miR-29b leading to downregulation of TET1, overexpression of miR-29b led to significantly decreased 5-hmC levels in the nucleus of EBC1, SKMES1 and LK2 cells (Figures 6c and d).

### MAPK signaling regulates miR-29b-mediated downregulation of TET1and leads to changes in 5-hmC levels

Given the well-established role of ETS1 as an effector of MAPK signaling^24, 25^ and our evidence that ETS1 upregulates miR-29b expression (Figure 4b), we hypothesized that EGFR/MAPK signaling in the immune-evasion subtype would drive miR-29b expression through ETS1 leading to suppression of TET1. To test this hypothesis, we treated EBC1 and SKMES1 immune-evasion subtype cell lines with the EGFR inhibitor gefitinib, which led to a reduction in MAPK signaling, indicated by decreased phosphorylation of ERK1/2 (Figure 7a). Concomitant with this decrease in MAPK signaling, we observed a decrease in ETS1 and miR-29b and a corresponding increase in TET1 levels (Figure 7a). Additionally, gefitinib treatment of EBC1 cells also led to increased 5-hmC levels in the nucleus (Figure 7b). Interestingly, gefitinib treatment of EBC1 and SKMES1 also resulted in gene expression changes in the opposite direction to TET1 knockdown for a subset of genes (Supplementary Figure S6 and Supplementary Table S10). Collectively, these results indicate ETS1 and miR-29b expression are driven by MAPK signaling and that abrogation of miR-29b-mediated suppression of TET1 by MAPK pathway inhibition leads to increased levels of 5-hmC and may impact downstream methylation and gene expression.

## Discussion

Here, we demonstrate that lung SCC is composed of three subtypes that are driven by diverse cell signaling pathways, exhibit differential microRNA expression and differential drug sensitivity profiles. Additionally, we found that the immune-evasion subtype is enriched for EGFR signaling, which drives the expression of the transcription factor ETS1. In turn, ETS1 drives the upregulation of miR-29b, leading to the downregulation of TET1 and downstream decreases in 5-hmC epigenetic modifications (Figure 7c).

Targeted therapies against EGFR have been one of the most successful therapeutic strategies in lung AC patients with activating mutations in EGFR.^2^ In contrast, lung SCC generally lack activating mutations in *EGFR*^32^ and while a small fraction of SCC patients, without activating *EGFR* mutations, do respond to EGFR targeted therapies, a predictive biomarker for response to EGFR targeted therapies in SCC has yet to be identified.^33^ Interestingly, we have found that while very few immune-evasion subtype patients and cell lines have mutations in EGFR, there is an overall enrichment for signaling through the EGFR and MAPK signaling pathways. Additionally, We have uncovered a novel role for the MAPK-driven transcription factor ETS1 in regulating the expression of miR-29b, which suggests that miR-29b could be a biomarker for ERK/MAPK pathway activation.

It is well established that epigenetic changes can lead to promotion of tumor initiation and progression.^34^ The role of DNA methyltransferases, which promote DNA methylation, in driving cancer progression have been well characterized.^34^ However, until the recent discovery of the TET family of proteins, the role of DNA demethylation in cancer was less well characterized. The TET family is thought to act as tumor suppressors by maintaining other tumor suppressor genes in their unmethylated state.^31, 35^ Indeed, loss of function mutations in TET2 are frequently found in hematological malignancies and have been implicated in promoting tumor progression.^35^ Recently, analysis of microRNA-target mRNA expression correlations across 11 human cancer types in TCGA showed that TET1 was significantly inversely correlated with miR-29b across all cancer types.^36^ We provide mechanistic evidence that miR-29b directly downregulates TET1 expression (Figure 5). At present, there are ~80 validated targets of miR-29b^37, 38^ with one of the most well characterized being the DNA methyltransferases DNMT3A and DNMT3B.^39^ Taken together this suggests that miR-29b may act to fine tune DNA methylation status by protecting against aberrant changes in both methylating and demethylating enzymes.

Previous work has shown that suppression of TET1 expression is essential for KRAS-induced DNA hypermethylation and that this occurs through MAPK signaling.^31^ We provide further evidence that TET1 is downregulated through MAPK signaling and that this occurs through the novel mechanism of ETS1-mediated upregulation of miR-29b, which targets TET1 for downregulation through an interaction with its 3′UTR (Figures 4 and 5), leading to downstream effects on 5-hmC levels (Figures 6 and 7). Several studies have shown synergy between histone deacetylase inhibition and MAPK inhibition^40, 41^ as well as synergy between DNA-hypomethylating agents like 5-azacytidine and MAPK inhibitors,^42, 43^ suggesting that DNA demethylation enhances the efficacy of MAPK inhibitors. More recently TET upregulation has been shown to be essential for active demethylation induced by 5-azacytidine.^44^ This suggests that drug treatments that upregulate TET1 may synergize with MAPK suppression. However, given our finding that neuroendocrine subtype cell lines are not sensitive to EGFR/MAPK inhibition, high TET1 expression in the absence of MAPK signaling pathway activation is not likely to indicate sensitivity to MAPK inhibition.

## Materials and methods

### Cell culture and constructs

Cell lines were grown in RPMI 1640 media+10% fetal calf serum+2 mm glutamine at 37 °C 5% carbon dioxide and authenticated at AstraZeneca cell banking using DNA fingerprinting short-tandem repeat assays. MiRIDIAN miR-29b microRNA mimic (50 nm final concentration) or hairpin inhibitor (100 nm final concentration) were obtained from Thermo Scientific (Waltham, MA, USA) and ON-TARGETplus siRNA constructs were obtained from Dharmacon (Lafayette, CO, USA). All were transiently transfected using RNAiMAX (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's recommendations.

### iNMF

RNA-seq data in RSEM format from the 258 sample TCGA lung SCC gene expression data set^12^ where read data were collapsed down to the gene level was analyzed in R using the package NMF.^45^ Prior to NMF, genes that were expressed at log2<0 across all samples were removed. Factorization rank estimation was performed, estimating the approximate matrix for up to a maximum of 10 metagenes (or clusters) using 50 runs and benchmarked against randomized data to prevent over fitting. With a cophenetic correlation score of ~0.94, the three cluster solution was selected for the full NMF run using the brunet NMF algorithm and 200 runs. The genes and samples associated with each of the metagenes were extracted. The associated genes were used to separate the cell line data (GSE57083) into clusters using the heatmap.2 function from the R package gplots. For the validation data set,^11^ only SCC sample data were extracted for analysis, data were RMA normalized and NMF was performed on the probeset level and mapped to genes following analysis.

### microRNA expression

Total RNA was purified from cell lines using the miRNeasy kit (Qiagen, Valencia, CA, USA), and 100 ng was labeled and hybridized to the array using the miRNA complete labeling and hyb kit (Agilent, Santa Clara, CA, USA) and spike-in kit (Agilent). Data were generated on a GeneChip Scanner 3000 (Agilent), Human microRNA Microarray Release 16.0, 8x60K arrays (Agilent). Data were imported into R, RMA normalized using the package AgiMicroRna,^46^ summarized to the log2 scale and returned for further association analysis as a gene by sample matrix. 

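The deposited matrix holds log2 values, 1 for each microRNA and array, that are not centred by microRNA. Its column medians were 2.888 for SW900 and for 1 of the 2 NCIH226 arrays and between 2.59 and 2.612 for the other 13 arrays, so those 2 columns lay on a scale of their own. Over the 114 microRNAs well above background on all 15 arrays, deviations from each microRNA's mean were compared with RMA values made from the scanner files. These are correlations across microRNAs, which are not independent replicates. For the 13 other lines, each column resembled its own scanner file most, with r between 0.973 and 0.994. The 2 NCIH226 columns resembled each other's scanner file, with r of 0.976 and 0.992, more than their own, with r of 0.474 and 0.517. Both belong to a single line whose arrays were averaged. The version and background option of the authors' RMA are not given in the paper's text.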

The miR expression data are MIAME compliant and have been submitted to the Gene Expression Omnibus (GSE73774). 

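The 1368 features of the cell line matrix include 21 control features such as spike-ins and blanks, which the tests reported here leave out. With the methods' analysis of variance on the RMA values made from the scanner files, the Benjamini–Hochberg adjusted p at an unadjusted p of 0.05 was 0.472.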

Differences in microRNA expression were determined with Omics Explorer (Qlucore, Lund, Sweden), using ANOVA on 549 miRs from TCGA^12^ and 1368 miRs from cell lines using using a cutoff of *P*<0.05 and false discovery rate of 0.09 and 0.73, respectively, calculated using the Benjamini–Hochberg method. Fold change of miRs found to be significant (*P*<0.05) in both TCGA and cell lines was then determined by comparing expression in each cluster with the other two clusters (Table 3).

### GSEA and transcription factor predictions

High-throughput mRNA sequencing data from 258 lung SCC cancer patients were downloaded from the TCGA data portal. GSEA was performed using software (v2.1.0) obtained from the Broad Institute using the c2 and c6 databases from the MsigDB. *P*-values, enrichment scores and *q-*values were computed by permuting the sample labels (cluster number) 1000 times.^47, 48^ The ACTViewer program (Qu lab at Sun Yat-sen University) was used to identify transcription factor-binding sites in the promoter regions of differentially expressed microRNAs.

### Real-time PCR

Total RNA was purified using the supplementary microRNA protocol for the RNeasy Plus Mini Kit (Qiagen). Expression of mRNA targets was measured using QuantiTect one-step reverse transcriptase-PCR reagents (Qiagen) and primer/probe sets from Life Technologies on a LightCycler 480 (Roche, Basel, Switzerland). For microRNA, cDNAs were synthesized using miScript II Reverse Transcription Kit (Qiagen) and diluted fivefold in RNase-free water prior to preamplification using the miScript Microfluidics PreAMP kit (Qiagen) and oligonucleotide primers from Life Technologies. Real-time PCR was carried out using reagents from the Microfluidics qPCR kit (Qiagen) on a Fluidigm 48 × 48 chip or carried out from 10-fold diluted cDNA following the miScript PCR System protocol (Qiagen) on a LightCycler480 (Roche). Primers and probes are listed in Supplementary Table S11.

### Luciferase assays

Cells were seeded into 96-well plates and co-transfected using TransIT-X2 (Mirus, Madison, WI, USA) with microRNA mimic (Thermo Scientific) or Anti-miR (Thermo Scientific) along with 50 ng of pMirTarget (Origene, Rockville, MD, USA) housing the 3′UTR sequence of TET1 that contained either a wild-type or mutant version of the miR-29b binding site. Luciferase and RFP expression were measured using the Steady Glo Luciferase kit (Promega, Madison, WI, USA) and a Tecan microplate reader.

### *In vitro* assays

Western blotting was performed as previously described.^49^ Antibodies are listed in Supplementary Table S12. Proliferation and dose response assays were performed by plating cells into a 96-well plate. Confluence was measured every 4 h using the IncuCyte (Essen Bioscience, Ann Arbor, MI, USA) for 6 days and data were analyzed in Graph Pad Prism 6.

### Immunofluorescence

Cells were seeded into a clear bottom, black wall 96-well plate (then transfected with microRNA mimic (Thermo Scientific) Anti-miR (Thermo Scientific), or 20 nm siRNA (Dharmacon) using RNAiMAX (Invitrogen) or treated with drug. Cells were fixed with 3.7% formaldehyde, permeabilized in 0.5% Triton-X-100, denatured with 2 n HCl and neutralized with 100 mm Tris-HCl (pH8.5), then blocked with 5% BSA/0.1% Triton X-100 before probing with an antibody against 5-hydroxymethylcytosine (5-hmC) (Active Motif, Carlsbad, CA, USA) overnight at 4 °C. Following washing in phosphate-buffered saline-Tween 0.05%, cells were incubated with a secondary antibody conjugated to Alexa-Fluor-488 (Invitrogen) and Hoescht (Invitrogen) before washing and imaging using a × 10 objective on the Cellomics Cell Insight. An algorithm measuring the nuclear fluorescence intensity was used for analysis.

### Methylation analysis

Methylation by mean *β-*values were downloaded from TCGA and Omics Explorer (Qlucore) was used to perform ANOVA to determine genes that were differentially methylated.

### Statistics

Statistical values were defined using ANOVA or a two-tailed Student's *t*-test as specified in the text, *P*<0.05 was considered significant and distribution was assumed to be normal for all *in vitro* experiments.

## Figures and Tables

**Figure 1:**
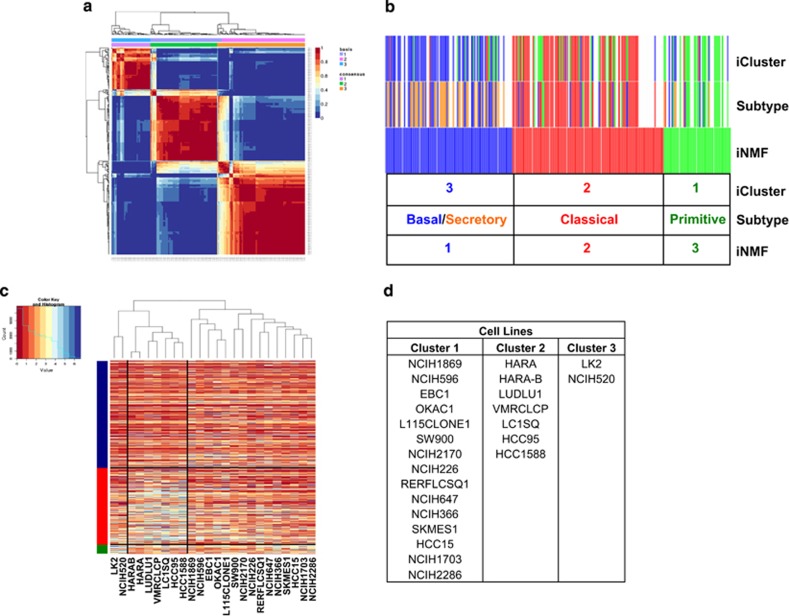
iNMF clustering to identify subtypes of lung SCC. (**a**) iNMF was used to uncover three core subtypes of gene expression differences within 258 samples of lung SCC obtained from The Cancer Genome Atlas (TCGA). (**b**) The map showing overlap of individual TCGA samples clustered by iCluster,^12^ Subtype^13^ and iNMF. Cluster 1 is indicated in blue, cluster 2 in red and cluster 3 in green. (**c**, **d**) iNMF clusters were applied to a panel of 24 SCC cell lines.

**Figure 2:**
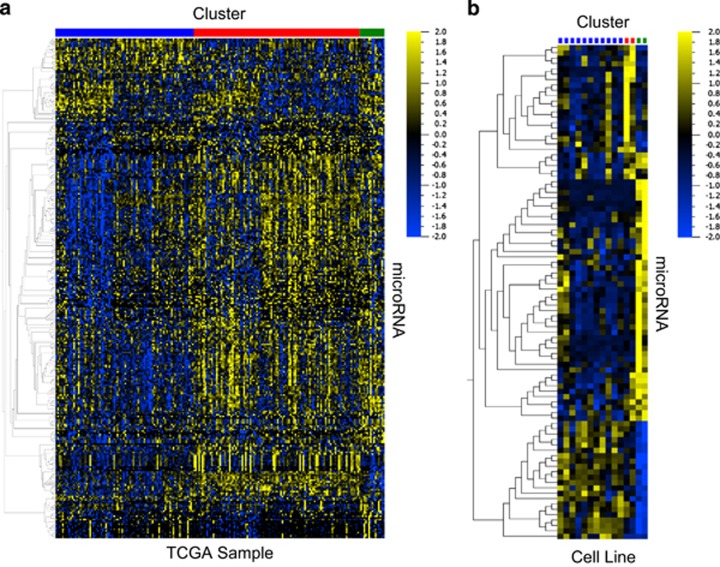
SCC genomic subtypes have distinct microRNA expression profiles. (**a**) The most differentially expressed microRNAs between the three iNMF clusters in TCGA (ANOVA, *P*<0.05). (**b**) The most differentially expressed microRNAs in the SCC cell lines (ANOVA, *P*<0.05). Cluster 1 (immune-evasion) is indicated in blue, cluster 2 (replication-stress) is indicated in red and cluster 3 (neuroendocrine) is indicated in green.

**Figure 3:**
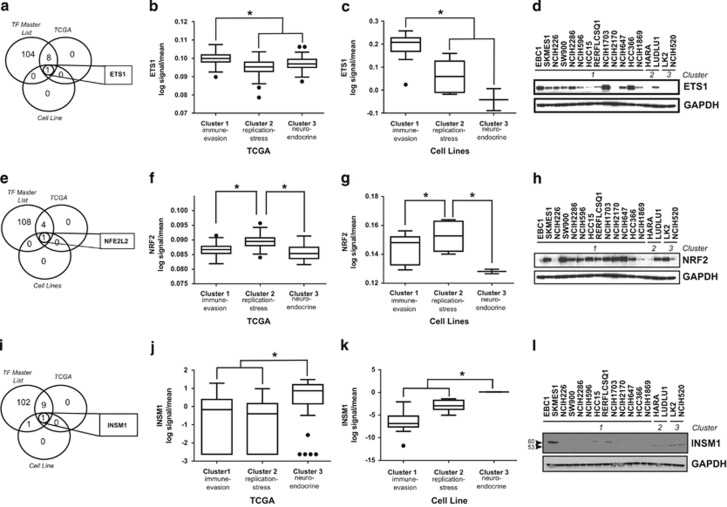
Transcription factors predicted to modulate microRNA expression are differentially expressed across the three subtypes. (**a**) Venn diagram depicting the overlap of transcription factors predicted to bind the promoters of microRNAs differentially regulated between subtypes (TF master list), transcription factors significantly upregulated in cluster 1 TCGA samples and transcription factors significantly upregulated in cluster 1 cell lines compared with the other two clusters. (**b**) Expression of ETS1 in TCGA samples grouped by subtype. (**c**) Expression of ETS1 in cell lines grouped by subtype. (**d**) Immunoblotting of detergent-solubilized whole-cell extracts with ETS1 antibody or GAPDH antibody. (**e**) Venn diagram depicting the overlap of the TF master list, transcription factors significantly upregulated in cluster 2 TCGA samples, and transcription factors significantly upregulated in cluster 2 cell lines compared with the other two clusters. (**f**) Expression of NRF2 in TCGA samples grouped by subtype. (**g**) Expression of NRF2 in cell lines grouped by subtype. (**h**) Immunoblotting of detergent-solubilized whole-cell extracts with NRF2 antibody or GAPDH antibody. (**i**) Venn diagram depicting the overlap of the TF master list, transcription factors significantly upregulated in cluster 3 TCGA samples and transcription factors significantly upregulated in cluster 3 cell lines compared with the other two clusters. (**j**) Expression of INSM1 in TCGA samples grouped by subtype. (**k**) Expression of INSM1 in cell lines grouped by subtype. (**l**) Immunoblotting of detergent-solubilized whole-cell extracts with INSM1 antibody or GAPDH antibody. *P<0.05, Student's *t*-test and all western blots are a representative image from three independent experiments.

**Figure 4:**
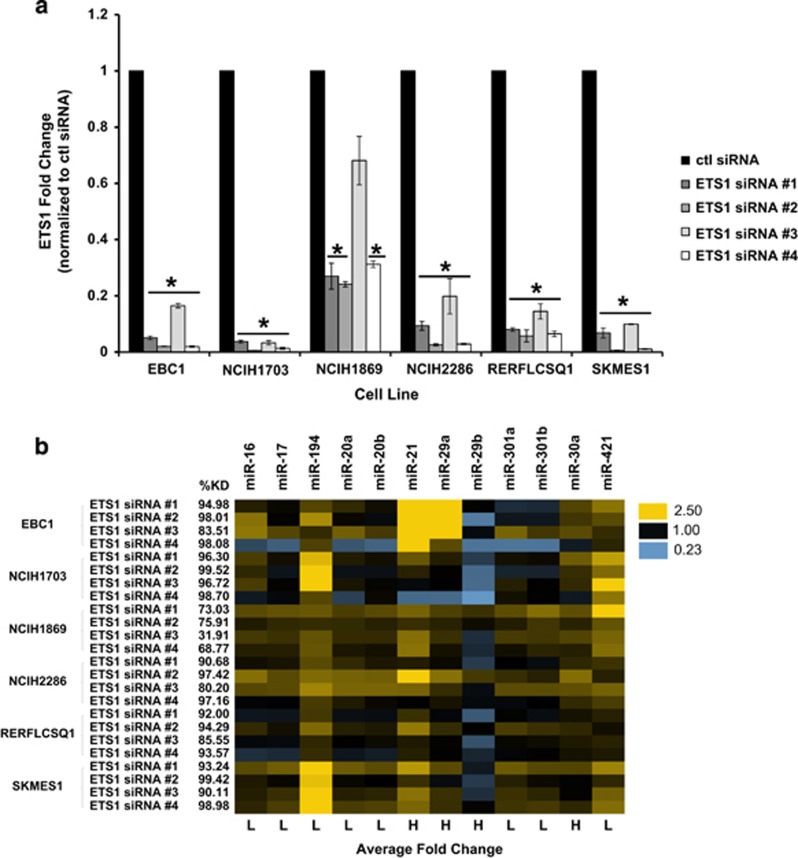
ETS1 modulates expression of microRNAs in the immune-evasion subtype. (**a**) Control (non-targeting) or ETS1 specific (ETS1 siRNA #1, #2, #3 and #4) siRNAs were transfected into indicated cell lines and after 72 h, decreased expression of ETS1 was confirmed by semiquantitative real-time PCR (data are the mean±s.e.m. of *n*=3, *P<0.05, Student's *t*-test). (**b**) Fold change in microRNA expression after ETS1 knockdown compared with control siRNA was measured by fluidigm chip PCR (*n*=3). microRNAs with low expression in the original signature are indicated with an ‘L', while those with high expression are indicated in an ‘H' under the heatmap. Percent knockdown under each experimental condition is indicated to the left of the heatmap. Only microRNAs that were significantly (*P*<0.05) changed in at least one cell line are shown (see Supplementary Table S7 for complete statistical results).

**Figure 5:**
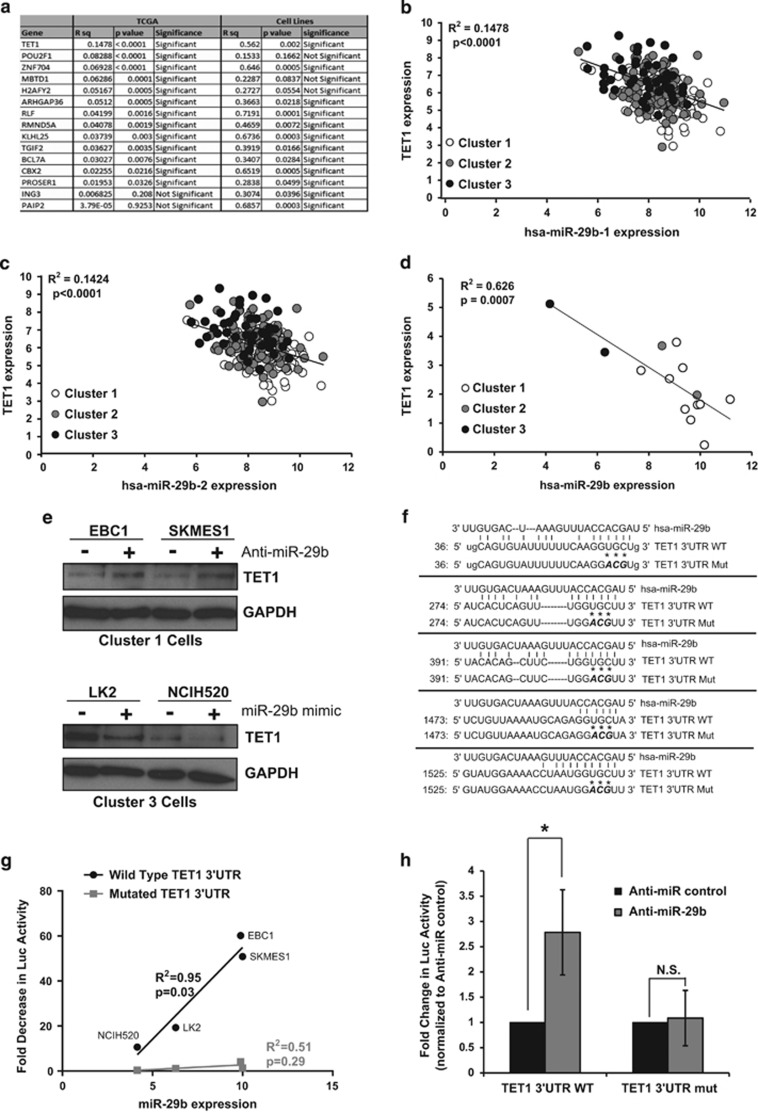
miR-29b targets TET1 for downregulation. (**a**) Regression analysis of 15 mRNA targets of miR-29b identified by Ingenuity Pathway Analysis. *R*^2^ and *P*-values for inverse correlation between miR-29b and each gene are shown for both TCGA samples and cell lines (significant=*P*<0.05). (**b**) Regression plot of TET1 mRNA expression compared with hsa-miR-29b-1 expression in TCGA samples indicates significant inverse correlation *P*<0.0001. (**c**) Regression plot of TET1 mRNA expression compared with hsa-miR-29-2 expression in TCGA samples indicates significant inverse correlation *P*<0.0001. (**d**) Regression plot of TET1 mRNA expression compared with hsa-miR-29b expression in cell line samples indicates a significant degree of inverse correlation *P*=0.0007. (**e**) Immunoblotting of detergent-solubilized whole-cell extracts with TET1 antibody 48 h after transfection with either Anti-miR-29b (or non-targeting Anti-miR control) or miR-29b mimic (or control mimic). Differences in protein loading were monitored by reprobing stripped membranes with antibody against GAPDH. Shown is a representative image from three independent experiments. (**f**) Alignment of has-miR-29b to the wild type and mutant TET1 3′UTR sequences. Asterisks indicate mutated miR-29b seed sequence-binding bases. (**g**) Cells were transiently transfected with a luciferase reporter construct containing no 3′UTR, wild-type TET1 3′UTR or a mutated TET1 3′UTR sequence. Luciferase signal was normalized to the construct with no 3′UTR and the fold decrease in signal was plotted against the miR-29b expression levels of each cell line indicating a significant (*P*=0.03) correlation between miR-29b expression and decrease in wild-type TET1 luciferase reporter, but not the mutated reporter (*P*=0.29) (*n*=3). (**h**) EBC1 cells were transiently co-transfected with Anti-miR-29b (or Anti-miR control) and either a wild-type TET1 3′UTR reporter or a mutated TET1 3′UTR reporter (TET1 3′UTR mut) and luciferase signal was normalized to Anti-miR control transfected cells. Data are the mean±s.e.m. of *n*=3, *P<0.05, Student's *t*-test.

**Figure 6:**
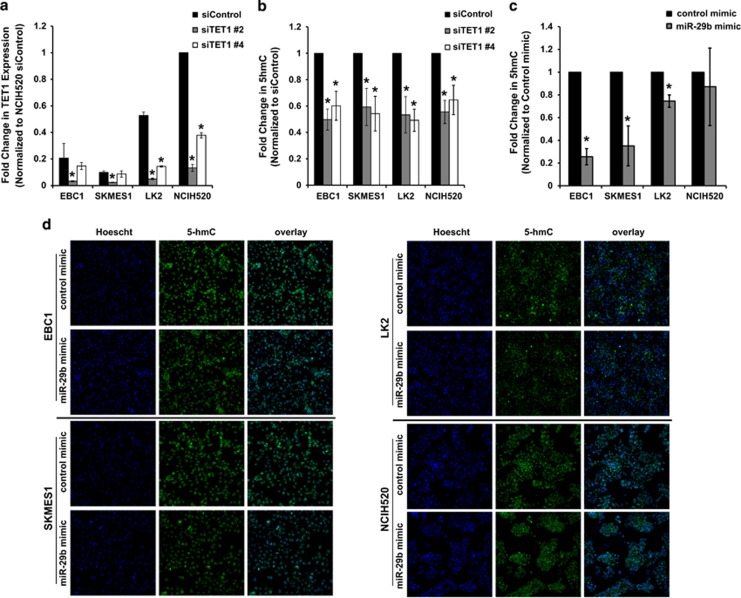
miR-29b-mediated downregulation of TET1 leads to changes in the epigenetic modification 5-hmC. (**a**) Cells were transiently transfected with siRNA against TET1 or control siRNA and knockdown was determined by semi-quantitative real-time PCR, where individual signals were normalized to 18S. (**b**) After transfection with siRNA against TET1 or control siRNA cells were immunostained for 5-hmC and Hoescht and an algorithm measuring nuclear fluorescence intensity of 5-hmC was used to quantitate the percent of cells with 5-hmC in the nucleus and plotted as fold change to siRNA control (**c**) Cells were transiently transfected with miR-29b mimic or control mimic, after 48 h cells were immunostained for 5-hmC and Hoescht and quantitated as in (**b**). (**d**) Representative images of immunostaining after transfections with control mimic or miR-29b mimic. All experiments are the mean±s.e.m. *n*=3, *P<0.05, Student's *t*-test.

**Figure 7:**
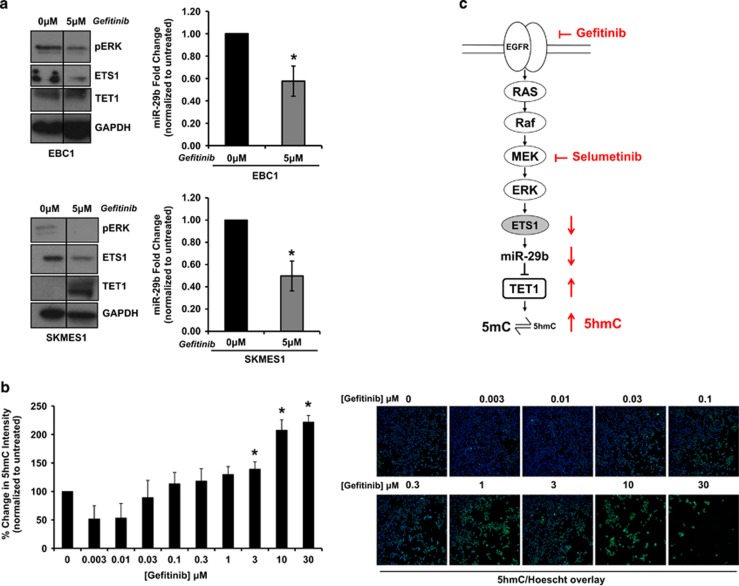
MAPK signaling regulates miR-29b-mediated downregulation of TET1and leads to changes in 5-hmC levels. (**a**) Cell lines were treated with 5 μm gefitinib or DMSO for 72 h. Afterwards, miR-29b levels were monitored by semiquantitative real-time PCR (±s.e.m., *n*=3) and immunoblotting was performed to measure differences in phospho-ERK, ETS1 and TET1. Differences in protein loading were monitored by reprobing stripped membranes with antibody against GAPDH. Shown is a representative image from three independent experiments. (**b**) Cells were treated with increasing concentrations of gefitinib for 48 h after which point, cells were immunostained for 5-hmC and Hoescht and visualized using a x10 objective on the cellomics Cell Insight. An algorithm measuring the nuclear fluorescence intensity of 5-hmC was used to analyze the cells. Data are the mean±s.e.m. of *n*=3,*P<0.05, Student's *t*-test. (**c**) High levels of EGFR/MAPK signaling in the immune-evasion subtype leads to an upregulation of ETS1 which drives increased expression of miR-29b. miR-29b targets TET1 for downregulation through interacting with its 3′UTR, which leads to decreased 5-hmC levels indicative of increased DNA methylation.

**Table 1:**
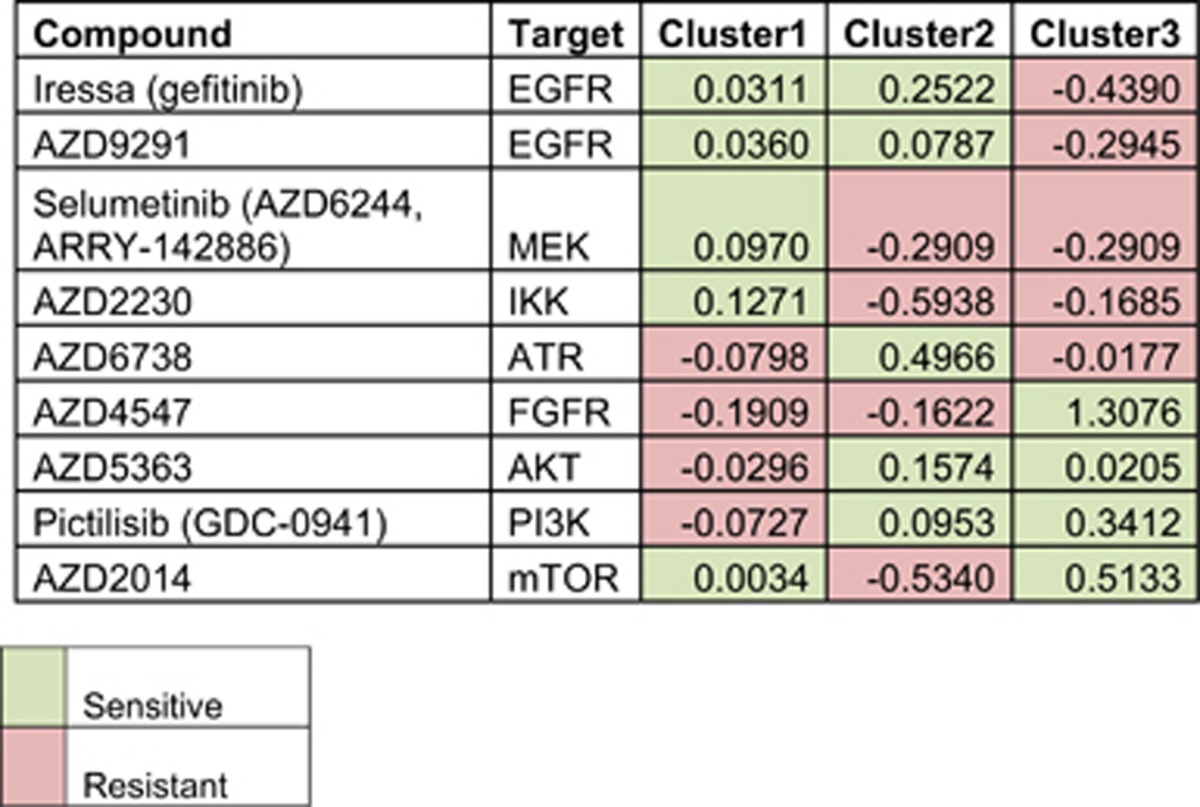
Compound sensitivity score

**Table 2:** Gene set enrichment analysis (GSEA)

*Gene set*	*TCGA* P*-value*	*Cell line* P*-value*	*Description*
*Cluster 1—Immune-evasion subtype*			
EGFR_UP.V1_UP	<0.001	<0.001	Genes upregulated in MCF-7 cells (breast cancer) positive for ESR1 and engineered to express ligand-activatable EGFR
RAF_UP.V1_UP	<0.001	<0.001	Genes upregulated in MCF-7 cells (breast cancer) positive for ESR1 MCF-7 cells (breast cancer) stably over-expressing constitutively active RAF1
HINATA_NFKB_IMMU_INF	<0.001	0.004	Immune or inflammatory genes induced by NF-kappaB in primary keratinocytes and fibroblasts
			
*Cluster 2—Replication-stress associated subtype*			
REACTOME_ACTIVATION_OF_ATR_IN_RESPONSE_TO_REPLICATION_STRESS	<0.001	0.005	Genes involved in activation of ATR in response to replication stress
NFE2L2.V2	0.093	<0.001	Genes upregulated in MEF cells (embryonic fibroblasts) with knockout of NFE2L2
SIRNA_EIF4GI_UP	0.432	<0.001	Genes upregulated in MCF10A cells vs knockdown of EIF4G1 gene by RNAi
			
*Cluster 3—Neuroendocrine subtype*			
CAHOY_NEURONAL	<0.001	0.036	Genes upregulated in neurons
BCAT_GDS748_DN	0.137	—	Genes regulated in HEK293 cells (kidney fibroblasts) expressing constitutively active form of CTNNB1 gene
BCAT_GDS748_UP	—	0.003	
ESC_V6.5_UP_EARLY.V1_UP	0.033	<0.001	Genes upregulated during early stages of differentiation of embryoid bodies from V6.5 embryonic stem cells

**Table 3:** microRNAs differentially expressed in both TCGA and cell lines

*Cell lines*			*TCGA*		
*MicroRNA*	*Fold change*	P*-value*	*MicroRNA*	*Fold change*	P*-value*
*Cluster 1—immune-evasion subtype*					
Upregulated miRs					
hsa-miR-30a	7.80	0.0211	hsa-miR-30a	1.64	1.58E−07
hsa-miR-29a	7.37	0.0144	hsa-miR-29a	1.44	5.45E−08
hsa-miR-29b	4.89	0.0166	hsa-miR-29b-2	1.36	0.0004605
		0.0166	hsa-miR-29b-1	1.38	0.0004026
hsa-miR-21	3.78	0.0049	hsa-miR-21	1.21	0.0000343
hsa-miR-29c	2.36	0.0175	hsa-miR-29c	1.36	0.0015875
hsa-miR-1976	1.10	0.0232	hsa-miR-1976	1.33	0.0018874
Downregulated miRs					
hsa-miR-1301	0.81	0.0065	hsa-miR-1301	0.58	1.62E−08
hsa-miR-345	0.76	0.0341	hsa-miR-345	0.60	1.52E−06
hsa-miR-454	0.72	0.0422	hsa-miR-454	0.78	0.0011665
hsa-miR-16	0.70	0.0389	hsa-miR-16-1	0.78	0.0022378
		0.0389	hsa-miR-16-2	0.69	3.48E−06
hsa-miR-421	0.65	0.0012	hsa-miR-421	0.61	9.57E−07
hsa-miR-944	0.60	0.0263	hsa-miR-944	0.42	0.0000337
hsa-miR-105	0.57	0.0058	hsa-miR-105-1	0.43	0.0053822
		0.0058	hsa-miR-105-2	0.40	0.0017061
hsa-miR-215	0.55	0.0132	hsa-miR-215	0.77	0.0362918
hsa-miR-192	0.52	0.0139	hsa-miR-192	0.58	4.74E−06
hsa-miR-194	0.50	0.0021	hsa-miR-194	0.71	0.0001613
hsa-miR-20a	0.49	0.0261	hsa-miR-20a	0.59	2.51E−09
hsa-miR-17	0.48	0.0195	hsa-miR-17	0.61	4.22E−11
hsa-miR-20b	0.46	0.0106	hsa-miR-20b	0.43	8.69E−07
hsa-miR-301b	0.45	0.0200	hsa-miR-301b	0.38	6.40E−12
hsa-miR-183	0.40	0.0278	hsa-miR-183	0.52	5.04E−11
hsa-miR-301a	0.36	0.0233	hsa-miR-301a	0.61	0.0000269
hsa-miR-363	0.30	0.0417	hsa-miR-363	0.65	0.0020219
hsa-miR-196b	0.20	0.0098	hsa-miR-196b	0.54	0.0001893
hsa-miR-9	0.16	0.0096	hsa-miR-9-2	0.42	4.51E−06
		0.0096	hsa-miR-9-1	0.42	0.0000041
hsa-miR-200a	0.11	0.0189	hsa-miR-200a	0.68	0.0000433
hsa-miR-429	0.09	0.0099	hsa-miR-429	0.62	0.0000735
hsa-miR-204	0.08	0.0222	hsa-miR-204	0.31	6.08E−07
hsa-miR-200b	0.08	0.0389	hsa-miR-200b	0.66	0.0000202
hsa-miR-200c	0.06	0.0403	hsa-miR-200c	0.77	0.000397
					
*Cluster 2—Replication-stress subtype*					
Upregulated miRs					
hsa-miR-205	221.50	0.0107	hsa-miR-205	3.35	5.56E−11
hsa-miR-203	14.99	0.0084	hsa-miR-203	2.77	5.08E−11
hsa-miR-944	3.03	0.0000	hsa-miR-944	5.15	5.37E−18
hsa-miR-149	3.02	0.0116	hsa-miR-149	2.34	2.92E−11
hsa-miR-663	2.53	0.0248	hsa-miR-663	1.41	0.0004309
hsa-miR-345	1.53	0.0073	hsa-miR-345	1.43	0.0005957
hsa-miR-3652	1.53	0.0057	hsa-miR-3652	1.31	0.0038245
hsa-miR-421	1.50	0.0389	hsa-miR-421	1.39	0.0008246
hsa-miR-513c	1.36	0.0173	hsa-miR-513c	1.57	0.0000372
hsa-miR-3687	1.33	0.0389	hsa-miR-3687	1.60	0.0001114
hsa-miR-378b	1.14	0.0370	hsa-miR-378b	1.28	0.0008767
Downregulated miRs					
hsa-miR-181b	0.24	0.0389	hsa-miR-181b	0.68	5.2E−08
hsa-miR-181a	0.18	0.0161	hsa-miR-181a	0.71	2.33E−07
					
*Cluster 3—Neuroendocrine subtype*					
Upregulated miRs					
hsa-miR-9	15.51	0.0014	hsa-miR-9-2	3.55	4.31E−08
		0.0014	hsa-miR-9-1	3.53	4.47E−08
hsa-miR-335	6.67	0.0109	hsa-miR-335	1.62	0.0000279
hsa-miR-19b	5.70	0.0012	hsa-miR-19b-1	1.34	0.0136969
		0.0012	hsa-miR-19b-2	1.33	0.004951
hsa-miR-301b	4.50	0.0000	hsa-miR-301b	1.75	0.0019509
hsa-miR-17	3.78	0.0002	hsa-miR-17	1.46	0.0000667
hsa-miR-20a	3.67	0.0004	hsa-miR-20a	1.48	0.0004789
hsa-miR-18a	3.50	0.0164	hsa-miR-18a	1.67	0.0000272
hsa-miR-20b	3.49	0.0005	hsa-miR-20b	1.89	0.0031859
hsa-miR-18b	2.89	0.0060	hsa-miR-18b	1.47	0.0030779
hsa-miR-592	2.74	0.0024	hsa-miR-592	1.48	0.0266718
hsa-miR-92a	2.47	0.0063	hsa-miR-92a-2	1.63	0.0000072
		0.0063	hsa-miR-92a-1	1.73	0.0000134
hsa-miR-105	2.38	0.0003	hsa-miR-105-2	4.31	0.0000456
		0.0003	hsa-miR-105-1	5.36	0.0000057
hsa-miR-194	2.13	0.0174	hsa-miR-194-2	1.38	0.0044099
		0.0174	hsa-miR-194-1	1.36	0.00697
hsa-miR-181c	1.74	0.0311	hsa-miR-181c	1.44	0.0000283
hsa-miR-1301	1.29	0.0138	hsa-miR-1301	1.38	0.0088744
Downregulated miRs					
hsa-miR-424	0.23	0.0198	hsa-miR-424	0.80	0.040225
hsa-miR-222	0.18	0.0023	hsa-miR-222	0.64	7.04E−06
hsa-miR-221	0.18	0.0016	hsa-miR-221	0.68	0.0000452
hsa-miR-23a	0.14	0.0001	hsa-miR-23a	0.75	6.79E−06
hsa-miR-27a	0.13	0.0002	hsa-miR-27a	0.70	0.0000629
hsa-miR-21	0.10	5.27E-07	hsa-miR-21	0.73	1.12E−08
hsa-miR-22	0.08	0.000038	hsa-miR-22	0.71	7.96E−08
hsa-miR-29b	0.05	0.0000397	hsa-miR-29b-2	0.68	0.0002611
		0.0000397	hsa-miR-29b-1	0.66	0.0001657
hsa-miR-29a	0.02	0.0000187	hsa-miR-29a	0.74	0.0003523

# Supplementary material for: Enhanced MAPK signaling drives ETS1-mediated induction of miR-29b leading to downregulation of TET1 and changes in epigenetic modifications in a subset of lung SCC
**Source:** Oncogene. 2016 Jan 18;35(33):4345–57. doi: 10.1038/onc.2015.499
**Supplement:** Supplementary Figure S1

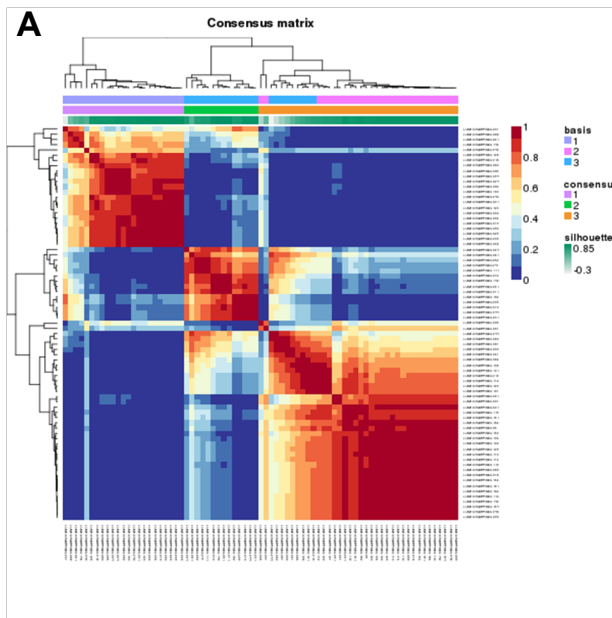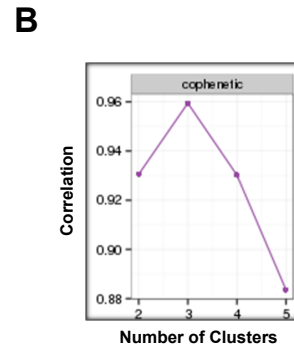

**C**

| Gene Set Enrichment Analysis (GSEA)                                      |      |          |          |           |           |            |             |
|--------------------------------------------------------------------------|------|----------|----------|-----------|-----------|------------|-------------|
| NAME                                                                     | SIZE | ES       | NES      | NOM p-val | FDR q-val | FWER p-val | RANK AT MAX |
| Cluster 1 - Immune-evasion subtype                                       |      |          |          |           |           |            |             |
| EGFR_UP.V1_UP                                                            | 128  | 0.528049 | 1.410282 | 0.059867  | 0.080034  | 0.695      | 2236        |
| RAF_UP.V1_UP                                                             | 129  | 0.538945 | 1.530657 | 0.016563  | 0.101432  | 0.365      | 1628        |
| MANTOVANI_NFKB_TAR<br>GETS_UP                                            | 34   | 0.636125 | 1.549249 | 0.024641  | 0.189177  | 0.994      | 1607        |
| Cluster 2 - Replication-stress associated subtype                        |      |          |          |           |           |            |             |
| REACTOME_ACTIVATION<br>_OF_ATR_IN_RESPONSE<br>_TO_REPLICATION_STRE<br>SS | 26   | 0.450506 | 0.888432 | 0.599589  | 0.940041  | 1          | 2154        |
| NFE2L2.V2                                                                | 274  | 0.468384 | 1.477759 | 0.029907  | 0.461163  | 0.535      | 1520        |
| SIRNA_EIF4GI_UP                                                          | 48   | 0.223866 | 0.715286 | 0.893788  | 0.964822  | 1          | 2749        |
| Cluster 3 - Neuroendocrine subtype                                       |      |          |          |           |           |            |             |
| GCNP_SHH_UP_LATE.V1<br>_UP                                               | 119  | 0.416491 | 1.373997 | 0.055777  | 0.275706  | 0.767      | 1658        |
| BCAT_BILD_ET_AL_UP                                                       | 30   | 0.338917 | 0.867011 | 0.654649  | 0.781816  | 1          | 2310        |

**Supplementary Figure S1:** (A) iNMF on SCC samples extracted from the Lee et. al. dataset (GSE8894) indicates that there are three clusters (subtypes) found in an independent dataset. (B) Cophenetic plot indicates that three clusters is the optimal solution for this dataset. (C) GSEA results indicating similar pathway enrichment profiles to the TCGA dataset.

# Supplementary material for: Enhanced MAPK signaling drives ETS1-mediated induction of miR-29b leading to downregulation of TET1 and changes in epigenetic modifications in a subset of lung SCC
**Source:** Oncogene. 2016 Jan 18;35(33):4345–57. doi: 10.1038/onc.2015.499
**Supplement:** Supplementary Figure S2

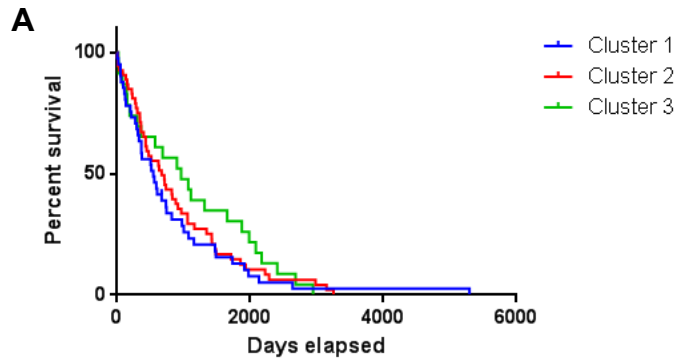

**B**

| Cluster | stage i | stage ia | stage ib | stage iia | stage iib | stage iiia | stage iiib | stage iv |
|---------|---------|----------|----------|-----------|-----------|------------|------------|----------|
| 1       | 0.00%   | 17.02%   | 37.23%   | 7.45%     | 15.96%    | 13.83%     | 6.38%      | 2.13%    |
| 2       | 0.92%   | 11.01%   | 41.28%   | 6.42%     | 20.18%    | 11.93%     | 7.34%      | 0.92%    |
| 3       | 0.00%   | 21.57%   | 33.33%   | 11.76%    | 15.69%    | 9.80%      | 5.88%      | 1.96%    |

**C**

| Cluster | Early (Stage I and II) | Late (Stage III and IV) |
|---------|------------------------|-------------------------|
| 1       | 77.66%                 | 22.34%                  |
| 2       | 79.82%                 | 20.18%                  |
| 3       | 82.35%                 | 17.65%                  |

**D**

| Cluster | Average number of pack years smoked |
|---------|-------------------------------------|
| 1       | 54.90                               |
| 2       | 48.47                               |
| 3       | 62.71                               |

**Supplementary Figure S2: SCC clusters patient samples do not show a difference in survival, smoking status, or stage.** (A) Kaplan-Meier plots of overall survival from patients belonging to each cluster. (B) Percent of patients with each stage of disease in each cluster. (C) Percent of patients with early vs. Late stage of disease in each cluster. (D) Average number of pack years smoked from patients from each cluster. All data was taken from the available patient meta-data from the TCGA.

# Supplementary material for: Enhanced MAPK signaling drives ETS1-mediated induction of miR-29b leading to downregulation of TET1 and changes in epigenetic modifications in a subset of lung SCC
**Source:** Oncogene. 2016 Jan 18;35(33):4345–57. doi: 10.1038/onc.2015.499
**Supplement:** Supplementary Figure S3

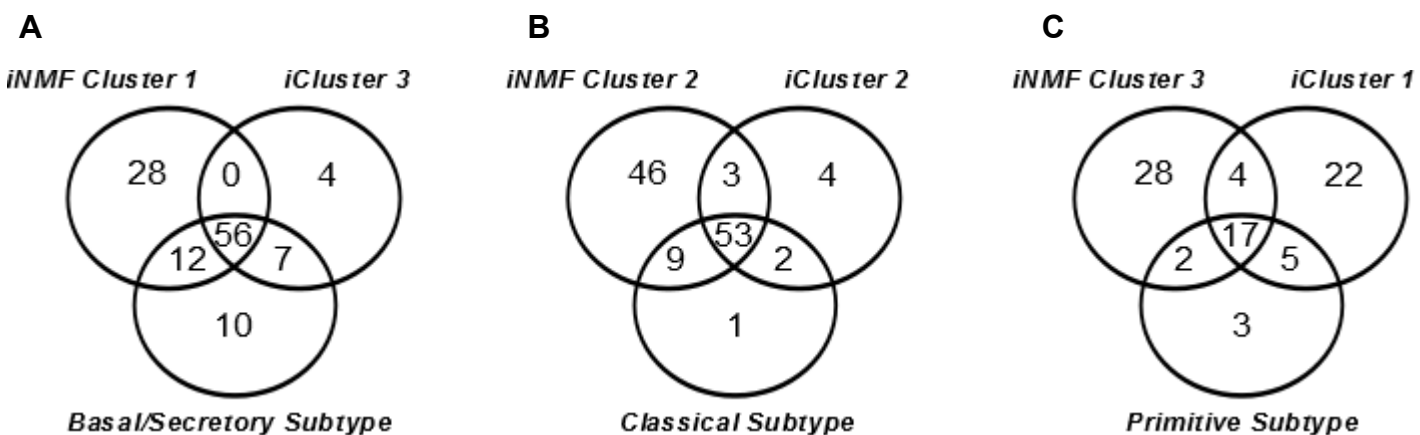

**Supplementary Figure S3: Overlap of TCGA samples by different clustering methods.** (A) Venn diagram depicting the number of TCGA patient samples that overlap with *i*NMF Cluster 1 using *i*Clustering from the TCGA and the subtyping described by Wilkerson *et. al.* . (B) Venn diagram depicting the number of TCGA patient samples that overlap with *i*NMF Cluster 2 using *i*Clustering from the TCGA and the subtyping described by Wilkerson *et. al.* (C) Venn diagram depicting the number of TCGA patient samples that overlap with *i*NMF Cluster 2 using *i*Clustering from the TCGA and the subtyping described by Wilkerson *et. al.*

# Supplementary material for: Enhanced MAPK signaling drives ETS1-mediated induction of miR-29b leading to downregulation of TET1 and changes in epigenetic modifications in a subset of lung SCC
**Source:** Oncogene. 2016 Jan 18;35(33):4345–57. doi: 10.1038/onc.2015.499
**Supplement:** Supplementary Figure S4

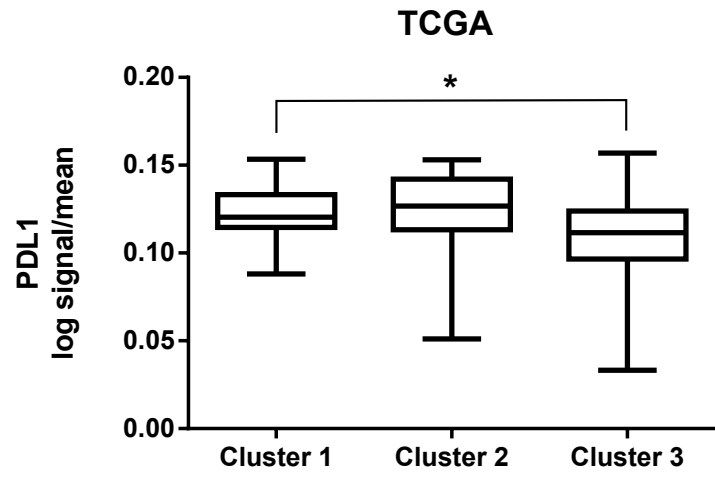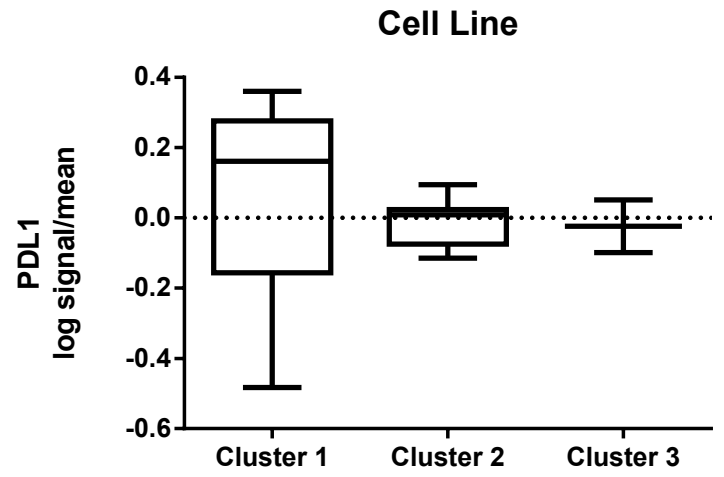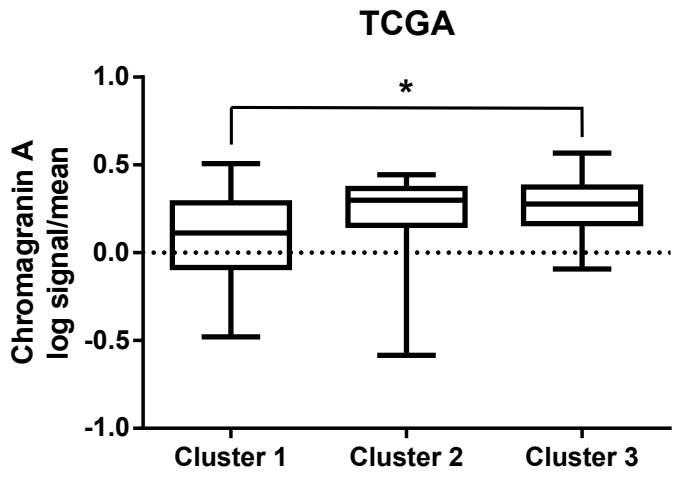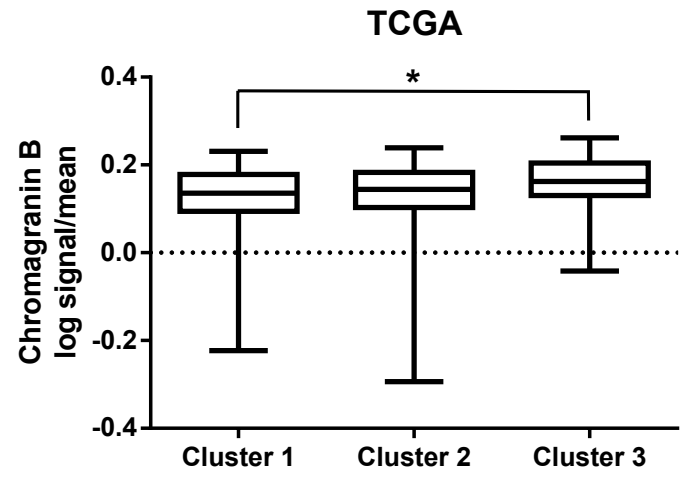

**Supplementary Figure S4: PD-L1 and Chromagranin expression across the clusters.** (A) PD-L1 expression in TCGA samples grouped by cluster (\*, $p < 0.05$  by Student's t-test). (B) PD-L1 expression in cell line samples grouped by cluster. (C) Chromagranin A expression in TCGA samples grouped by cluster (\*, $p < 0.05$  by Student's t-test). (D) Chromagranin B expression in TCGA samples grouped by cluster (\*, $p < 0.05$  by Student's t-test).

# Supplementary material for: Enhanced MAPK signaling drives ETS1-mediated induction of miR-29b leading to downregulation of TET1 and changes in epigenetic modifications in a subset of lung SCC
**Source:** Oncogene. 2016 Jan 18;35(33):4345–57. doi: 10.1038/onc.2015.499
**Supplement:** Supplementary Figure S5

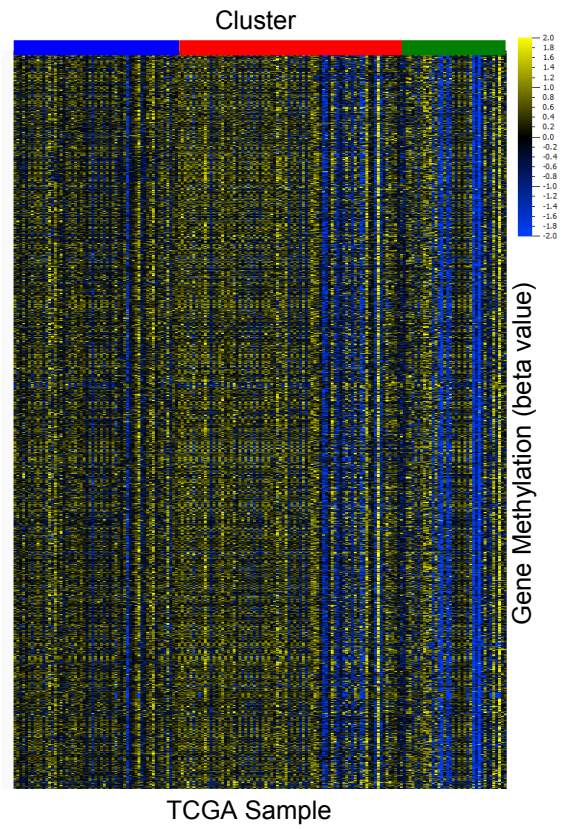

**Supplementary Figure S5:** Methylation by mean beta values were downloaded from The TCGA and iNMF cluster genes were extracted for further analysis. iNMF genes that were differentially methylated between the three clusters (ANOVA  $p < 0.05$ ) are plotted and the data values are available in Supplementary Table S6.

# Supplementary material for: Enhanced MAPK signaling drives ETS1-mediated induction of miR-29b leading to downregulation of TET1 and changes in epigenetic modifications in a subset of lung SCC
**Source:** Oncogene. 2016 Jan 18;35(33):4345–57. doi: 10.1038/onc.2015.499
**Supplement:** Supplementary Figure S6

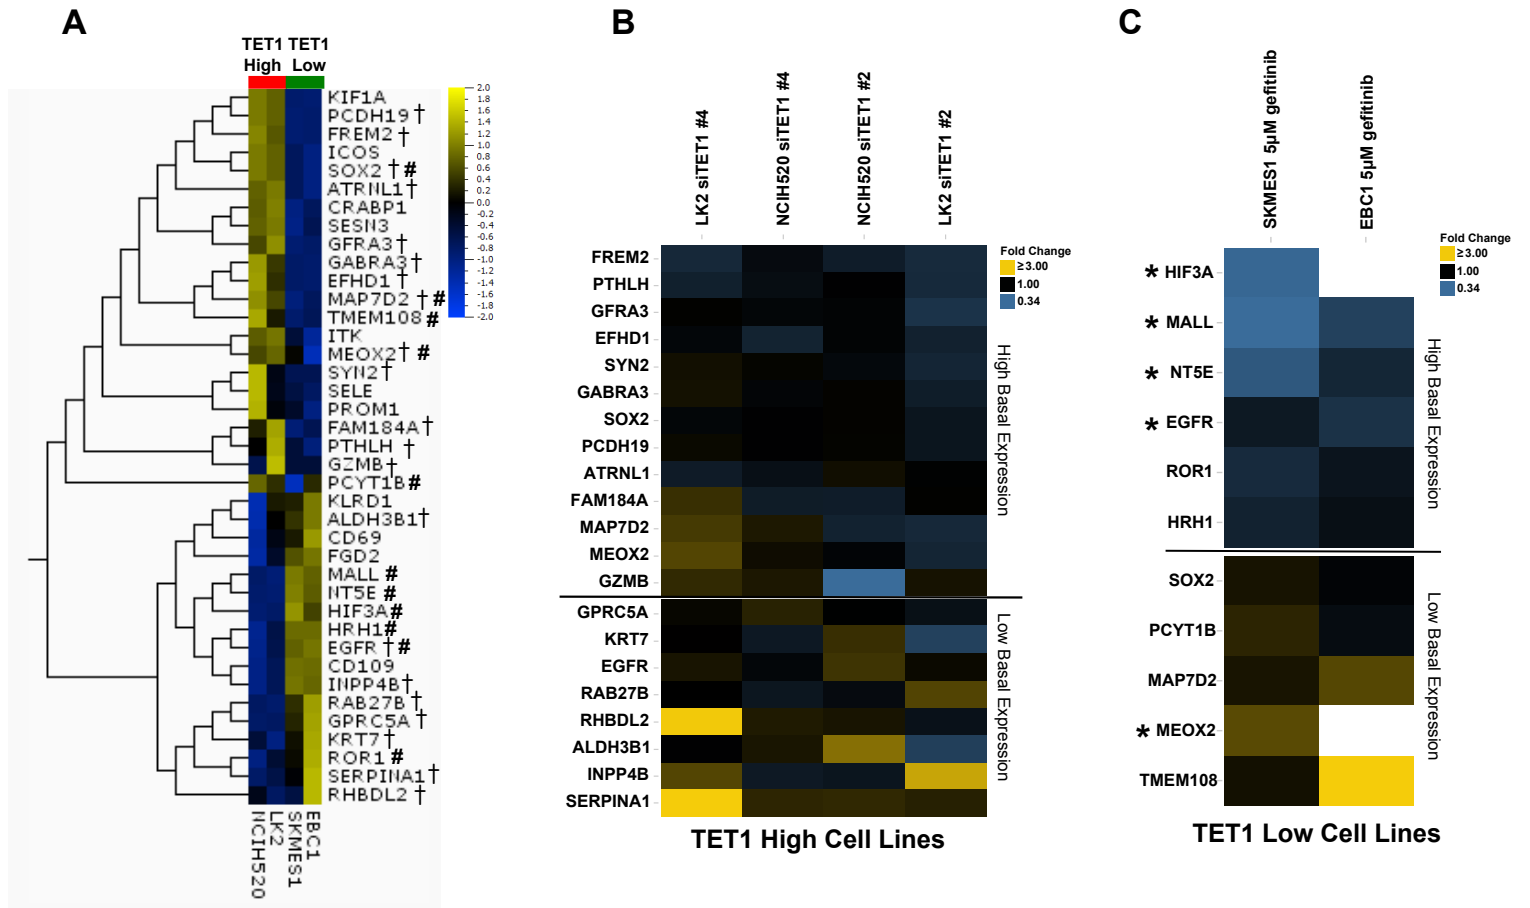

**Supplementary Figure S6: Gene expression changes after TET1 modulation.** (A) A subset of the iNMF signature genes, that also showed modulation by TET1 knockdown in at least one previous study (GSE24843, GSE26830, and GSE50016) and were found to be significantly differentially expressed between immune-evasion (EBC1 and SKMES1) and neuroendocrine (LK2 and NCIH520) subtype cell lines were chosen for further analysis. (B) LK2 and NCIH520 cells were collected 72 hours after siRNA knockdown of TET1 or siRNA control and changes in expression of the genes defined in (A) were measured by fluidigm chip PCR. All data is the mean of n=3 where expression change was normalized to siControl. (C) EBC1 and SKMES1 cells were treated with gefitinib for 72 hours (increasing TET1 expression) after which point gene expression changes in the genes defined in (A) were measured by fluidigm chip PCR. All data is the mean of n=3 where expression change was normalized to vehicle treated cells. †=genes changed by TET1 knockdown, # = genes changed by gefitinib treatment, \*p<0.05 based on a 2 way students t-test by TET1 siRNA compared to siControl.

# Supplementary material for: Enhanced MAPK signaling drives ETS1-mediated induction of miR-29b leading to downregulation of TET1 and changes in epigenetic modifications in a subset of lung SCC
**Source:** Oncogene. 2016 Jan 18;35(33):4345–57. doi: 10.1038/onc.2015.499
**Supplement:** Supplementary Figure S7

A

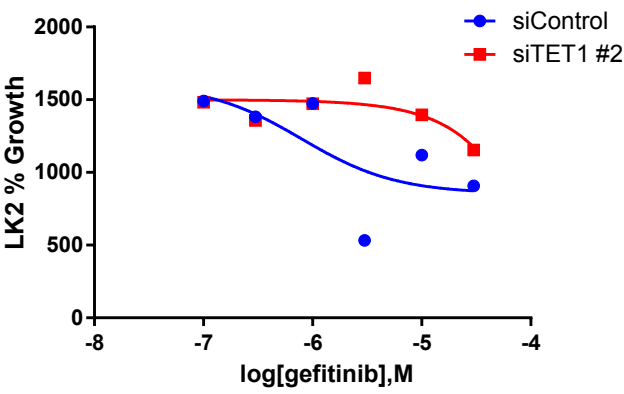

B

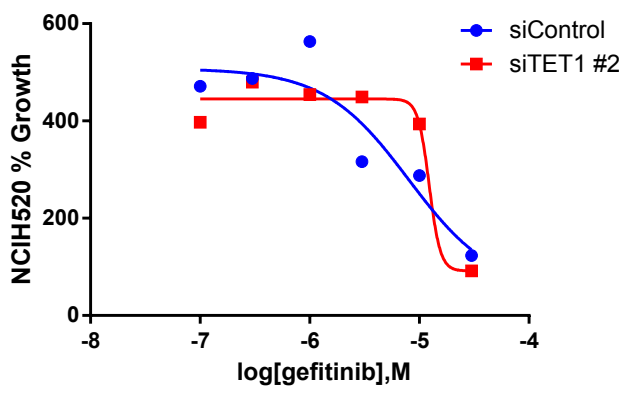

C

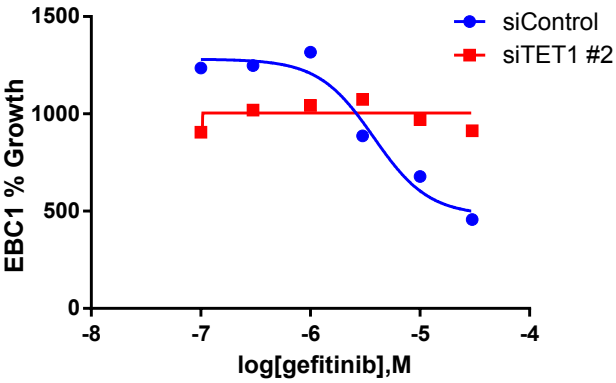

D

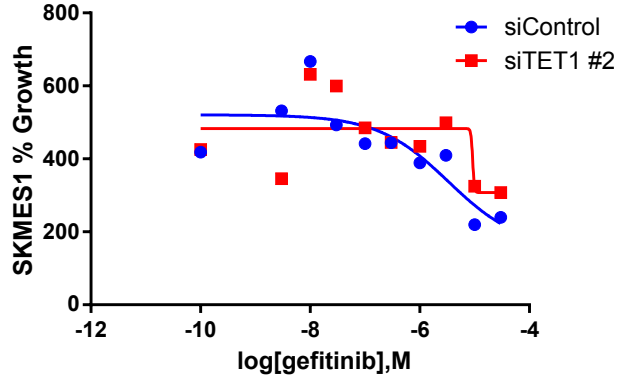

**Supplementary Figure S7: Response to gefitinib after TET1 knockdown.** (A) LK2, (B) NCIH520, (C) EBC1, and (D) SKMES1 cells were transfected with siRNA against TET1 or Control siRNA and treated with indicated concentrations of gefitinib the following day. Confluence was measured over a period of 120 hours using the incucyte. Proliferation was measured as a percent of confluence normalized to the confluence at 0 hours. All data is the mean of n=4.

# Supplementary material for: Enhanced MAPK signaling drives ETS1-mediated induction of miR-29b leading to downregulation of TET1 and changes in epigenetic modifications in a subset of lung SCC
**Source:** Oncogene. 2016 Jan 18;35(33):4345–57. doi: 10.1038/onc.2015.499
**Supplement:** Supplementary Table Legends

**Supplementary Table S1: iNMF cluster defining genes found in the TCGA dataset**. Column 1 indicates genes found by iNMF to define the clusters specified in column 2.

**Supplementary Table S2: iNMF cluster defining genes in the GSE8894 validation data set.**  Column 1 indicates genes found by iNMF to define the clusters specified in column 2.

**Supplementary Table S3: Cell Line IC50 Values.** Indicates the individual IC50 values and the cluster IC50 values used to calculate the compound sensitivity score shown in Table 1.

**Supplementary Table S4: Gene Set Enrichment Analysis (GSEA) results.** Gene set enrichment scores for TCGA and cell lines are indicated.

**Supplementary Table S5: Differential microRNA expression values.**  This table indicates microRNAs that were differentially expressed between the three subtypes in TCGA and cell lines as defined by an ANOVA test with a cutoff of p<0.05. p-values and q-values for each microRNA are shown.

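All 92 microRNAs that the table lists for the cell lines were on the array. In the comparison of the 14 lines from the scanner files, 88 of them had an unadjusted p under 0.05 in limma's F test and 24 an adjusted p under 0.05. Of the 25 microRNAs past the adjusted threshold, 24 are in the table. MiR-142-3p, miR-21, miR-204 and miR-29b are among those that passed. For 15 of the 92, no line was well above background.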

**Supplementary Table S6: Transcription Factor Master List.** T-tests were performed on expression of transcription factors predicted to bind to microRNA promoters. Transcription factors that showed statistically significant p<0.05 expression between two clusters are highlighted in green. The clusters that are being compared are indicated by the “Level” and “-Level” columns.

**Supplementary Table S7: microRNA expression after ETS1 knockdown.**  R-squared values for correlation between ETS1 and each microRNA are shown for both TCGA and cell lines are indicated. In addition the results of t-tests performed on fold change expression data after ETS1 knockdown for the data presented in Figure 4 are shown. Statistically significant results (p<0.05) are highlighted in green.

**Supplementary Table S8: Differentially methylated genes.** List of genes identified by iNMF to be differentially expressed between clusters that are also differentially methylated between clusters. The gene name, the cluster, and the p-values are indicated.

**Supplementary Table S9: Gene expression changes after TET1 knockdown.** The difference, standard error, and t-test results for mRNA changes after TET1 knockdown in LK2 and NCIH520 cells are shown by gene name.

**Supplementary Table S10: Gene expression changes after gefitinib treatment.** The difference, standard error, and t-test results for mRNA changes after EBC1 and SKMES1 cell lines were treated with gefitinib are shown. Significant (p<0.05) changes are highlighted in green.

**Supplementary Table S11: Primers and Probes.** Listed are the primers and probes used for expression analysis.

**Supplementary Table S12: Antibodies.** Listed are the antibodies used for western blots.

How the deposited data were processed for this re-analysis (not part of the article)

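Total RNA of 14 lung SCC cell lines was labelled with Cy3 and hybridized to 15 Agilent human microRNA arrays, with 2 arrays for NCIH226 and a single array for each other line. The spot intensities in the scanner files were, per the file headers, extracted with Agilent Feature Extraction on a G2505C scanner, as mean pixel intensity of each spot without background subtraction or normalization between arrays. The files also hold processed intensities, which Feature Extraction had background-subtracted and spatially detrended, and flags for spots well above background. The log2 values of the deposited matrix were made by the authors by RMA with AgiMicroRna, 1 value for each microRNA and array. The version and background option are not given in the paper's text.
Unless the deposited matrix is named, values in the passages were computed from the scanner files, with R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. RMA was applied to the mean intensities of all non-control spots (convolution background, quantile normalization over 15 arrays, log2, mean of the spots of a probe, and median polish over at most 4 probes of a microRNA with at most 100 iterations). Control features and the 21 control entries of the matrix were left out. All other microRNAs, viral ones included, were tested, since the adjustment for multiple testing covers them. Detection used the well-above-background flag, with a share of more than 0.5 of a probe's spots, any probe of a microRNA and any array of a line.
The subtype of each line came from Figure 1d and Supplementary Table S3 (10 immune-evasion, 2 replication-stress and 2 neuroendocrine lines). The 2 NCIH226 arrays were averaged. A single limma fit with 3 groups gave an F test among the subtypes, each subtype against all other lines weighted equally, and neuroendocrine against immune-evasion. P values were adjusted by the Benjamini–Hochberg method with a threshold of 0.05. The arrays had a median of 202 microRNAs well above background, from 165 in NCIH1869 to 238. With 2 lines in a group the variance rests on 11 residual degrees of freedom and mostly on the immune-evasion lines.
Lists of related microRNAs were written from general knowledge before the files were opened, with 2 further lists taken from the study. The values of Table 3, selected on these arrays, had been seen by then. List shifts that follow its entries are therefore not independent evidence. They were tested with fry, and with camera using a preset correlation of 0.01 or an estimated correlation. Of 26 lists, 25 had at least 2 measured members and were tested. Within the immune-evasion lines, 12 relations between the level of a microRNA or family and the response to 4 compounds in the study's supplementary tables were tested with 100000 permutations. Relations of small sets of lines used exact or permutation tests.
The rule for naming microRNAs, written before the files were opened, took those the paper's results name, entries of Table 3 as examples (whose values in the paper had been seen), for each subtype the 8 largest log2 differences with an adjusted p under 0.05 among microRNAs well above background in every line of a subtype, and for each list the members with the largest difference. Which of these were printed for which comparison, and any others named, was chosen after the values were seen.
The alternatives fixed before the files were opened changed the background step (none, or normexp with an offset of 50), the intensities (processed intensities scaled to the 75th percentile), the values (the deposited matrix), the filter (microRNAs well above background on at least 2 arrays), the unit (15 arrays as 15 samples, or either NCIH226 array alone), the slide (as a fixed or random block), the variance model (trend and robust, or array weights), the weights of the other groups, the methods' own tests, and left out each line of the smaller subtypes in turn. Further alternatives were added later for scan days, single slides, spots flagged as outliers and the deposited matrix with 15 arrays as samples.
The functions were tested on simulated data before use. The simulated check of RMA was limited to moderate base levels after wider ranges had failed, because in the simulation quantile normalization compressed raises above the top of the other arrays' range. Whether this affects any measured difference was not tested, and the functions were not changed. In a simulated neuroendocrine change of 200 microRNAs, 72.1%, 85.7% and 98.6% were recovered at log2 changes of 1, 2 and 4, with 6 false calls (3.39%). The changed microRNAs were drawn from all on the array, of which 986 were well above background in no line. For each microRNA all lines were given the same normal spread. On the arrays the spread of the 2 neuroendocrine lines could be far from that of the others, so these rates hold for the simulated setting only.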

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

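Viral microRNAs were among the unanalysed signals: 11 of them were well above background in at least 1 line, and kshv-miR-K12-3 and hsv1-miR-H18 were so in all 14 lines. A virus in the cells would raise many of that virus's microRNAs together, but the highest share for any virus was 18.2% (4 of 22 for hsv2). Binding of other RNA to probes rich in G and C is the other explanation, and the 11 had a higher G and C content than the rest (77.6 ± 13.4% SD, n = 11, against 58.5 ± 11.2% SD, n = 131), with a permutation p of 1e-05, the smallest that 100000 permutations allow. These tests were written before the values were seen, and the difference fits binding by probe content better than infection. No viral sequence was measured directly, and an experiment with sequencing of small RNA would tell them apart.
Let-7e, miR-99b and miR-125a-5p were lowest of the immune-evasion lines in NCIH1869, at 6.65 (next 8.80), 3.09 (next 7.14, not above background) and 4.00 (next 7.00), and were lower in the neuroendocrine lines. Joint expression of the 3 neighbouring genes fits, since within the 10 immune-evasion lines their levels moved together (lowest Pearson r = 0.941 of the 3 pairs, permutation p = 0.00056, adjusted p = 0.00056, and at least 0.824 without 2 lines). Signal shared between the probes of the let-7 family does not explain it, since the median log2 difference of the 8 other members was −0.124. A difference between slides does not explain it either, since the smaller within-slide difference of let-7e was −6.01. The let-7 and slide tests were written after the values were seen, and DNA copy number or promoter methylation of the locus would tell which mechanism is at work.
MiR-30a was lowest of the immune-evasion lines in NCIH1869 at 2.23 (next 6.38), where it was not above background.
Among the immune-evasion lines, RERFLCSQ1 was highest in miR-204 at 4.47 (next 1.31) and in miR-205* at 2.93 (next 0.84), and lowest in miR-29a at 9.27 (next 10.9).
Of these lines, miR-105 was highest in SKMES1 at 2.11 (next 1.11), and miR-16 lowest in NCIH647 at 10.5 (next 11.0).
Within the immune-evasion subtype, miR-29c was highest in SW900 at 9.99 (next 8.99), and miR-301b in NCIH2286 at 3.31 (next 1.63).
MiR-499-5p was highest of the immune-evasion lines in HCC15 at 2.79 (next 0.91), where it was not above background.
These were 12 departures among 41 microRNAs in the 10 immune-evasion lines, each with a gap to the next line above 0.466 of the range. For independent normal values 2.05 would be expected. Several of these microRNAs lay below background in most of the lines, and let-7e, miR-99b and miR-125a-5p moved together. The number 2.05 is therefore no fair expectation here.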

How the results depend on the processing

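The counts of microRNAs moved with the choice of block and of lines, and without 1 of its 2 lines a small subtype rests on a lone line that is assumed to vary like the other groups. The cause of the changes was not tested. A similar count need not hold the same microRNAs. With processed intensities scaled over all microRNAs the immune-evasion count was 13, and 8 of these were among the 12 called from the RMA values. Leaving out LK2 or NCIH520 also changed which microRNAs passed. Alternatives by scan day, single slide, flagged spots and the deposited matrix with 15 arrays were chosen after the results were seen. Slide 1 held no replication-stress line, so it gives neither that comparison nor the F test. Its other comparisons all set NCIH520 against the immune-evasion lines there and are not independent of each other. Of 40 called microRNA values, 1 was the same in all settings, 38 crossed the threshold in some and 1 was reversed. Of 19 uncalled values 10 were the same, 8 crossed it and 1 was reversed. Of the calls, 20 were lost with the slide as a block, 20 without LK2, 17 without NCIH520, 38 within slide 4 and 22 within slide 1. No drug relation passed in any of 9 alternatives. Log2 differences were smaller with normexp background, for example 4.93 against 9.67 for miR-204 in the neuroendocrine lines, so the folds depend on the background step.
Replication-stress against the other lines gave 1 microRNA. It gave 2 with normexp background, 2 and 7 with processed intensities scaled over detected and over all microRNAs, 2 with 15 arrays as samples, 3 with trend and robust variance, 2 with array weights and 6 with the other groups weighted equally. The methods' two-sample test gave 3, limma with 2 groups 2, and the deposited matrix with 15 arrays 2 with limma and 2 with the two-sample test. Leaving out lines gave 1 to 17, with 17 without LUDLU1 and 1 without HARA.
Immune-evasion against the other lines gave 12. It gave 22 with processed intensities over detected microRNAs, 2 with the slide as a block, 21 with array weights, 7 with the scan day as a block, 6 on the 9 arrays of 1 scan day, 23 within slide 1 and 0 within slide 4. The methods' two-sample test, limma with 2 groups, and the two-sample test on the deposited matrix with 15 arrays gave 0. Leaving out lines gave 11 (without LK2) to 19 (without LUDLU1).
Neuroendocrine against the other lines gave 40. It gave 23 with the slide as a block, 22 with the scan day as a block, 19 on the 9 arrays, 23 within slide 1, 3 within slide 4, and 24 for the two-sample test on the deposited matrix with 15 arrays. Leaving out lines gave 25 (without LK2) to 44 (without LUDLU1). Against immune-evasion alone it gave 43, with 24, 21, 16, 23 and 3 for the slide block, scan-day block, 9 arrays, slide 1 and slide 4, and 24 to 44 on leaving out lines.
The F test gave 25, with 15 for the scan-day block, 10 on the 9 arrays and 3 within slide 4, and 18 to 36 on leaving out lines. The log2 difference of miR-29b was −4.53 on the 9 arrays, −5.74 within slide 1 and −3.52 within slide 4, −3.61 without background correction and −2.95 with normexp background (both still called), and −6.53 to −3.37 on leaving out lines. List shifts numbered 19, with 4 within slide 1, 3 within slide 4, 29 with camera's preset correlation, 4 with an estimated correlation and 15 to 18 on leaving out lines. The lists that the study chose on these arrays are counted among them, and so are immune-evasion shifts that mirror those of a smaller subtype. MiR-944 in the immune-evasion lines was reversed within slide 1 at 0.27. That slide lacks the replication-stress lines, in which miR-944 was high, so this compares with NCIH520 alone and is a different comparison. MiR-421 in the neuroendocrine lines was reversed within slide 4 at −0.13, where LK2 was the only neuroendocrine line.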

Differences from the paper's values

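The fold changes of Table 3 had the same direction in all 67 entries, and 11 of 30 immune-evasion, 4 of 13 replication-stress and 8 of 24 neuroendocrine entries differed in size, by a rule that calls a value different when it is more than 1.5 times the other and, for a fold, further away than the SD between lines, unless a line below background inflates that SD. A bound differs when it is over 1.5 times the paper's fold. For the immune-evasion subtype the paper's fold and the fold from the scanner files were 0.52 and 0.344 for miR-192, 0.50 and 0.314 for miR-194, 0.45 and 0.291 for miR-301b, 0.30 and 0.174 for miR-363, 0.20 and 0.120 for miR-196b, 0.16 and 0.105 for miR-9, 0.11 and 0.0571 for miR-200a, 0.09 and 0.0462 for miR-429, 0.08 and 0.0440 for miR-204, 0.08 and 0.0391 for miR-200b, and 0.06 and 0.0383 for miR-200c. For the replication-stress subtype they were 221.5 and 608 for miR-205, 14.99 and 32.8 for miR-203, 3.03 and 5.18 for miR-944 (a bound of at least 4.71, since the other lines were below background), and 2.53 and 4.40 for miR-663. For the neuroendocrine subtype they were 15.51 and 29.6 for miR-9, 6.67 and 15.4 for miR-335, 4.50 and 10.9 for miR-301b, 2.74 and 4.79 for miR-592 (a bound of at least 4.28), 2.38 and 3.59 for miR-105, 2.13 and 3.41 for miR-194, 0.18 and 0.0853 for miR-222, and 0.05 and 0.0331 for miR-29b, which differs on the ratio alone. The paper prints 2 decimals, and for miR-192, miR-9 and miR-200c in the immune-evasion subtype and for miR-29b that rounding alone could bring the values within the rule, so these 4 are not shown to differ.
At an unadjusted p under 0.05 the paper counts 92 microRNAs with a false discovery rate of 0.73, against 148 and 0.452 here.
With the deposited matrix in place of the scanner files all 25 came within this rule, though the count was still larger than the paper's 92 and the rate was 0.623 against 0.73. Of the 18 settings fixed beforehand, the deposited matrix among them, at most 11 brought a given fold within the rule, for miR-192 in the immune-evasion subtype, while for miR-429 in the immune-evasion subtype, miR-205 in the replication-stress subtype and miR-301b in the neuroendocrine subtype only the deposited matrix did. The settings below are given with all the values they brought within the rule, and every other planned setting left the value different. In the immune-evasion subtype these were, without background correction, miR-192, miR-194, miR-301b and miR-200b, with either scaling of the processed intensities miR-192, miR-194, miR-196b and miR-9, with the slide as a block miR-192, miR-194 and miR-196b, with the slide as a random block miR-192 and miR-200c, with 15 arrays as samples, NCIH226 by its first array or array weights miR-192, without LUDLU1 miR-192, miR-194, miR-363 and miR-9, without NCIH520 miR-192, miR-194, miR-301b, miR-363, miR-9, miR-200a and miR-200c, and without LK2 miR-301b, miR-196b, miR-9 and miR-204. In the replication-stress subtype they were, without background correction, miR-944 and miR-663, with normexp background miR-944, with either scaling of the processed intensities or the slide as a block miR-663, without LUDLU1 miR-203 and miR-944, and without HARA miR-663. In the neuroendocrine subtype they were, without background correction, miR-592, miR-105, miR-194 and miR-222, with normexp background miR-592, with either scaling of the processed intensities miR-194 and miR-29b, and over detected microRNAs also miR-9, with the slide as a block miR-194 and miR-29b, with the slide as a random block or NCIH226 by its first array miR-29b, with 15 arrays as samples, NCIH226 by its second array or array weights miR-222, without LUDLU1 miR-29b, without NCIH520 miR-335, miR-592, miR-105, miR-194 and miR-222, and with the other groups weighted equally miR-9, miR-105, miR-194, miR-222 and miR-29b. The count and the rate came within it with the slide as a block and without HARA, LK2 or NCIH520, and the count alone with either scaling of the processed intensities and with dim microRNAs left out.
With the deposited matrix, the 15 arrays as 15 samples and the methods' analysis of variance, a combination chosen after the values were seen, 92 microRNAs passed with a false discovery rate of 0.724, all 92 of Supplementary Table S5 among them, and all 67 folds were within 0.6% or 0.006 of the paper's. What in the authors' normalization gives the smaller folds was not tested. The paper counts 15 cell lines, while the files hold 14 lines on 15 arrays.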

Other observations

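The microRNAs that the paper reports as raised by depletion of ETS1 were higher in the neuroendocrine lines, where 6 of the 8 passed (8 when adjusted over the list alone, fry adjusted p = 5.1e-05, adjusted p = 0.0033 with an estimated correlation). Their median log2 difference was 1.97, or 1.98 with the slide as a block and 1.48 and 2.63 within slides 1 and 4. In the immune-evasion lines 1 of the 8 was lower, with a median of −1.25 (8 when adjusted over the list alone, fry adjusted p = 0.000103, adjusted p = 0.0033 with an estimated correlation), or −1.22 with the slide as a block and −1.48 and −1.44 within slides 1 and 4. Of the single members only miR-301b in the neuroendocrine lines still passed with the slide as a block. MiR-16 was higher by 1.00 in the neuroendocrine lines (standard error 0.19, adjusted p = 0.0121). The study chose these 8 with the subtype differences on the same arrays in view, so they are not independent evidence.
No shift passed the threshold in fry for the other lists. The lowest fry adjusted p was 0.477 for the neural list and 0.635 for the miR-34 family, induced by p53. For the miR-200 family, which keeps cells epithelial, it was 0.108, with all 5 members above background in some line. Its median log2 difference was −4.49 in the immune-evasion, 3.03 in the replication-stress and 4.45 in the neuroendocrine lines. In each, all 5 members had the same sign. The immune-evasion lines varied widely, with miR-200c at 0.73 in NCIH1703 and 10.89 in NCIH1869. The immune-evasion shift had an adjusted p of 0.000129 with camera's preset correlation and 0.207 with the estimated one. A difference in this family stays open. None of 43 measured microRNAs of the placental C19MC cluster was well above background in any line.
MiR-142-3p was higher in both neuroendocrine lines, while miR-142-5p was above background in no line. RNA from blood cells does not explain it, since 0 of the 5 other listed haematopoietic microRNAs was well above background in a neuroendocrine line. A difference between slides does not explain it, since the smaller within-slide log2 difference was 5.66, taken against levels below background. Both tests were written after the values were seen. Expression by the tumor cells themselves remains possible but was not tested, and in situ hybridization could show it. Whether the miR-142-3p probes bound another RNA was not tested either.
Groupings of the lines other than by subtype were tried. For the F test, 3 of 100 groupings, the subtypes' own among them, gave at least 25 microRNAs, with 30 the highest. For 2 lines against the other 12, the neuroendocrine pair gave 41, and of all 91 pairs only 1, that pair itself, gave as many. The highest other counts were 37, for NCIH520 and SKMES1, and 35, for HARA and RERFLCSQ1, while NCIH520 with any of the remaining lines gave at most 2. Pairs across subtypes can thus reach nearly as many.
Within the immune-evasion lines, no level of miR-21, miR-29b or the miR-200 family was related to the response to 4 compounds after adjustment (0 of 12). The smallest permutation p of the Pearson r was 0.0362, for miR-21 and selumetinib (r = −0.658, adjusted p = 0.232, r = −0.46 without 2 lines, and Spearman rho = −0.705 with an adjusted p of 0.26). For the miR-200 family and selumetinib r was 0.529 (permutation p = 0.104, adjusted p = 0.313), 0.764 without 2 lines (permutation p = 0.0268, not adjusted), and rho was 0.666 (adjusted p = 0.26). For miR-29b and AZD9291 r was −0.627 (permutation p = 0.0554, adjusted p = 0.232), and 0.0539 without 2 lines. For the miR-200 family and gefitinib r was 0.595 (permutation p = 0.058, adjusted p = 0.232), and 0.663 without 2 lines. For selumetinib 5 of the 10 lines lay at the highest concentration of 30 µM, and for the other 3 compounds no line did. With 10 lines a weaker relation stays open for all 4 compounds.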
